# Deletion of an sRNA primes development in a multicellular bacterium

**DOI:** 10.1016/j.isci.2025.111980

**Published:** 2025-02-12

**Authors:** Marco La Fortezza, Jasper Verwilt, Sarah M. Cossey, Sabrina A. Eisner, Gregory J. Velicer, Yuen-Tsu N. Yu

**Keywords:** Biological sciences, Molecular biology, Microbiology

## Abstract

Small non-coding RNAs (sRNAs) regulate gene expression of many biological processes. During growth, some myxobacteria produce an sRNA—Pxr—that blocks fruiting-body development, an aggregative multicellular process typically triggered by starvation. Deleting the *pxr* gene allows *Myxococcus xanthus* to develop despite nutrient availability, but Pxr binding targets and the genes regulated by Pxr remain unknown. Here, after showing that Pxr controls the temporal dynamics of development, we compare the transcriptomes of vegetative *M. xanthus* cells possessing vs. lacking *pxr.* Over half of the genes impacted by *pxr* deletion are linked to development, including known and previously undiscovered critical regulators. Pxr also positively regulates genes associated with general metabolic processes. Our study discovers phenotypic effects of Pxr regulation with ecological importance, identifies the suite of genes this sRNA controls during vegetative growth and reveals a previously unknown developmental regulator. These findings provide insights into the molecular mechanism controlling myxobacterial development.

## Highlights

• The sRNA Pxr influences the temporal dynamics of fruiting-body formation
• Pxr regulates many metabolic genes during growth
• Pxr influences developmental gene expression, including the master regulator *fruA*
• The gene *pxrA* is a Pxr target critical to multicellular development

## Introduction

Small non-coding RNAs (sRNAs) play an important role in regulating gene expression in bacteria, and their activity is essential for a wide variety of biological processes.^1^^,^^2^^,^^3^ These include forms of virulence, stress responses, quorum sensing, and the initiation of aggregative multicellular development in the myxobacteria.^3^^,^^4^^,^^5^ sRNAs regulate their targets through various molecular mechanisms, such as altering post-transcriptional transcript abundance or directly interfering with ribosome binding to impact translation.^2^^,^^3^ sRNAs are distinguished as *cis-* or *trans-*acting relative to localization of their gene targets.^1^^,^^4^^,^^6^ The study of sRNAs is important for understanding the biological processes with which they are associated and their evolution.

Upon starvation, myxobacteria cells respond by aggregating and cooperatively developing into multicellular spore-bearing fruiting bodies.^7^ The stringent response initiates fruiting-body development through a complex network of molecular interactions triggered when scarcity of amino acids impedes protein synthesis.^8^ The molecular factors participating in fruiting-body formation are only partially known, although substantial progress has been made in recent years.^8^^,^^9^^,^^10^^,^^11^ One major regulator of early development in the model species *Myxococcus xanthus* is the sRNA Pxr, which guards the transition from vegetative growth to multicellular development.^5^

The gene encoding Pxr (*pxr*) was discovered in a strain named Phoenix (PX) that spontaneously re-evolved the ability to make fruiting bodies and spores after its ancestral lineage had lost that ability.^12^ A single-nucleotide substitution in PX localized in the *pxr* gene inactivates the sRNA function, restoring developmental proficiency relative to the developmentally defective strain OC from which PX derived.^12^ The gene *pxr* encodes for the so-called long Pxr (Pxr-L) sRNA that, in vegetative cells, is subsequently cleaved into a shorter version (Pxr-S). Pxr-S levels decrease as soon as cells sense starvation, whereas Pxr-L levels remain stable throughout development.^5^ A recent study revealed the existence of a much larger Pxr precursor transcript (Pxr-XL), and maturation to Pxr-S involves at least a two-step process regulated by the housekeeping ribonuclease RNaseD.^13^ We previously hypothesized that Pxr-S is the key inhibitor that arrests aggregate formation and, thus, the entire process of fruiting-body development (Figure 1A).^5^ However, whether Pxr-L directly influences fruiting-body formation is still unknown.^13^

**Figure 1:**
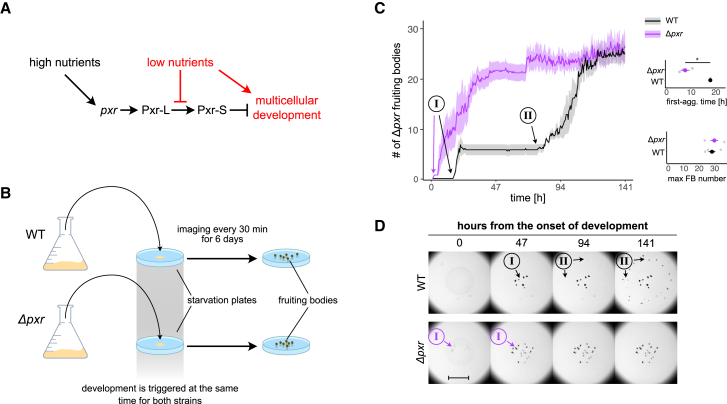
Deletion of pxr accelerates fruiting-body development during starvation (A) Simple model summarizing the current knowledge of nutrient-level effects on Pxr processing and inhibition of multicellular development. (B) Overview of the experiment used to compare the dynamics of fruiting-body development between WT and *Δpxr*. WT (GJV1) and mutant cells were independently grown in reach media until the mid-log phase and plated at equal density on starvation plates (minimal media) to induce multicellular development. Plates were imaged for 141 h (∼6 days) every 30 min to quantify the speed and proficiency of fruiting-body development over time. (C) Plot reporting the average number of fruiting-body counts (thick lines) over time for WT (GJV1) (black line and shaded area) and *Δpxr* cells (purple line and shaded area). The two developmental waves observed in GJV1 are indicated with I and II circled in the plot area (black arrows); the first and only major developmental wave observed for *Δpxr* is also indicated with I and a purple arrow. Graphs on the right report the average developmental time at which aggregates first formed (top) and the average number of fruiting bodies present at the end of the experiment (bottom) for WT and *Δpxr* cells (black and purple, respectively). The shaded areas in the large plot and the error bars in both graphs represent the standard errors associated with each measurement (*n* = 4). The asterisk indicates a significant mean difference. The experiment was run using the same experimental protocol shown in Figure 4A. (D) Representative images of developing fruiting bodies (dark spots) over the time course of WT (GJV1) (top row) and *Δpxr* cells (bottom row). Arrows indicate the groups of fruiting bodies characterizing the two developmental waves I and II circled in the images for both WT (black arrows and text) and *Δpxr* cells (purple arrows and text). Images reporting *Δpxr* developing cells lack the second developmental wave II present for the WT cells. The scale bar equals 1 mm.

Starvation-induced fruiting-body formation is present in most myxobacterial species identified to date.^7^^,^^14^ Interestingly, homologs of the *M. xanthus pxr* variant are present in multiple species belonging to the suborder Cystobacterineae, within which *pxr* emerged.^15^ When inserted into a deletion-mutant of *M. xanthus* lacking *pxr*, these inter-specific *pxr* homologs can partially or fully restore the developmental phenotype associated with the native *pxr* gene, thus suggesting a conserved function of Pxr across myxobacterial species.^16^ While the development-inhibiting function of Pxr is known and plausibly similar in all species that express this sRNA, both the direct binding targets of Pxr and the set of genes ultimately regulated by Pxr in any species remain uncharacterized.

Previous studies have shown that Pxr is a developmental gatekeeper that blocks the transition from vegetative growth to fruiting-body formation when nutrients are still available.^5^ Therefore, the absence of Pxr facilitates the activation of multicellular development even when nutrient levels remain high enough to fuel robust vegetative growth.^5^ This result implies that the expression of some genes necessary for progression through early development is not regulated directly by nutrient level per se but rather by the active form of Pxr (Pxr-S), the level of which is regulated by external nutrient levels (by a still-unknown mechanism). Because Pxr-S is present at high levels during vegetative growth,^5^ its absence due to deletion of *pxr* is expected to result in increased expression of some developmental genes already during growth. A mutant lacking *pxr* is thus likely to both: (1) exhibit earlier progression to development upon starvation than its parent in which *pxr* is intact, and (2) even during vegetative growth, detectably express known positive regulators of development that are silenced during growth when *pxr* is intact.

Our data show for the first time the molecular targets and effects of Pxr sRNA on development dynamics, which could significantly affect *M. xanthus* ecology and multicellular evolution.

## Results

### The absence of *pxr* expression alters the temporal dynamics of fruiting-body formation

Impaired expression or functionality of *pxr* was previously associated with activation of the *M. xanthus* developmental program even under high-nutrient conditions that typically block development^5^^,^^12^ (Figure 1A). And under starvation conditions, we find that the presence of *pxr* limits spore production in a dosage-dependent manner (Figure S1A). Motivated by previous informal observations, we asked whether the absence of *pxr* expression during vegetative growth might accelerate development upon vegetative cells being placed in a development-inducing environment.^5^ Thus, we initiated development on buffered agar and monitored the dynamics of fruiting-body formation by WT (GJV1 strain) cells and cells devoid of *pxr* (GJV1*Δpxr*, also referred to hereafter as *Δpxr*, see STAR Methods: Strains, culturing conditions and induction of development) for 141 h by microscopy (ca. six days) (Figure 1B) (see STAR Methods: Image acquisition and analysis). As expected, both strains formed fruiting bodies when starving, but their development dynamics differed significantly (two-way ANOVA, time:strain, F = 500, *p* < 0.001) (Figures 1C and 1D). *Δpxr* cells formed visible aggregates earlier (Wilcoxon test relative to the onset of aggregate formation, W = 16, *p* = 0.028) and reached their maximum fruiting-body number faster than WT cells (Wilcoxon test comparing the time point at which the maximum number of fruiting bodies formed, W = 0, *p* = 0.029) (Figures 1C and 1D). Confirming causality of the *pxr* gene, insertion of *pxr* into the deletion mutant reverted the dynamics of fruiting-body formation in the early hours of development back to the WT phenotype (Figure S1B).

Notably, WT cells reached their maximum number of fruiting bodies (under our experimental conditions) through two waves of development (I and II in Figures 1C and 1D). The first wave emerged near the plate center (at the inoculation site) after ∼24 h. In contrast, the second wave formed an outer ring of fruiting bodies ∼50 h later (Figure 1C). Similar developmental dynamics are not uncommon. Concentric rings of fruiting bodies can frequently be observed during development progression (unpublished observations). Interestingly, the second developmental wave characteristic of WT cells was absent in *Δpxr* cells, which formed most fruiting bodies within the first two days and reached nearly the maximum number within three days (Figures 1C and 1D). Notably, the total number of fruiting bodies produced by the two strains at the end of the experiment was similar (Wilcoxon test relative to the last time point, W = 6, *p* = 0.6612) (Figure 1C).

Fruiting-body formation is a developmental process that relies on quorum sensing and, thus, on cellular density.^17^ Hence, we asked whether the observed differences in the dynamics of development of *Δpxr* mutant could be partially explained by altered sensitivity to cell density. However, the fruiting-body number for the *Δpxr* mutant cells in the presence and absence of nutrients was proportional to the initial inoculum density (Figures S1C and S1D, respectively), and similar to WT when developing on buffered agar (Figure S1C).^17^ Thus, no apparent difference in sensitivity to density on buffered agar was observed between the two strains (Figure S1D).

Our analysis of developmental dynamics shows that lack of *pxr* expression during growth in liquid induced early activation and acceleration of the developmental program.

### Pxr positively regulates many metabolism genes during growth

Little is known about the genetic interactions of *pxr*, despite its important role during myxobacterial development. We used RNA sequencing (RNA-seq) to compare genome-wide levels of gene transcripts during vegetative growth between *Δpxr* vs*.* WT cells (Figures S2A and S2B, see STAR Methods: Strain and culturing conditions). 

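RNA was sequenced from 3 independent cultures of WT (GJV1) cells and 3 of the *Δpxr* mutant, grown in casitone-based liquid medium at 32 °C with shaking at 300 rpm and sampled at mid-log phase. The authors mapped the reads to the DK1622 genome (ASM1268v1) with bowtie and counted them with HTSeq, and the deposited values are these read counts for 7579 annotated transcripts, not normalized. The counts of WT replicates 1, 2 and 3 summed to 1661970, 1505099 and 1972768, and those of *Δpxr* replicates 1, 2 and 3 to 3190249, 1024089 and 1555272. The 171 transcripts whose identifiers begin with EBT held 90.2% ± 1.84 (SD, n = 3) of the counts in WT and 92.7% ± 1.32 (SD, n = 3) in *Δpxr* cells, and the 2 most abundant of them held 79.4% ± 5.72 (SD, n = 3) and 74.2% ± 10.2 (SD, n = 3). An exact permutation test of the EBT share, two-sided, gave p = 0.2, where 3 libraries against 3 allow no p below 0.1. The 7331 transcripts with ABF identifiers, which include the protein-coding genes named here, were left with 68620 to 282176 counts per library and a median of 7 counts per transcript and library. The rRNA genes with MXAN identifiers held 0.0580% ± 0.0253 (SD, n = 3) of the counts in WT and 0.0363% ± 0.0278 (SD, n = 3) in *Δpxr* cells. The EBT and ABF transcripts were not sorted by RNA type, so the rRNA share of the libraries is not known here. Where rRNA and tRNA are removed below, those with MXAN identifiers are meant. Locus tags and gene names were taken from the first 1998 of the 7451 rows of Table S1, all of which matched a deposited transcript, so the other transcripts are unnamed here. None of the names is that of *pxr*, so the deleted gene was not identified here, and it may be among the unnamed transcripts. Counts were normalized by TMM and compared with edgeR's quasi-likelihood test, with the alpha of 0.1 that the paper uses applied to Benjamini-Hochberg adjusted p values. The filter for low counts kept 2815 transcripts, of which 736 have a locus tag. On simulated counts of the same depth and spread, this test recovered 26% of genes changed by 1 on the log2 scale and 86% of genes changed by 2. Across the 1998 named transcripts, Spearman's rho between the mean deposited count and the base mean in Table S1 was 0.351, and the base mean was a median of 22.4 times the mean count. Across the 736 that were tested, Spearman's rho between the log2 fold changes from the deposited counts and those in Table S1 was 0.0026. For part of the genes, the fold change from the deposited counts is therefore given with the value of Table S1, named as the paper's. Fold changes given alone can differ from Table S1 as well.

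**Figure D1:**
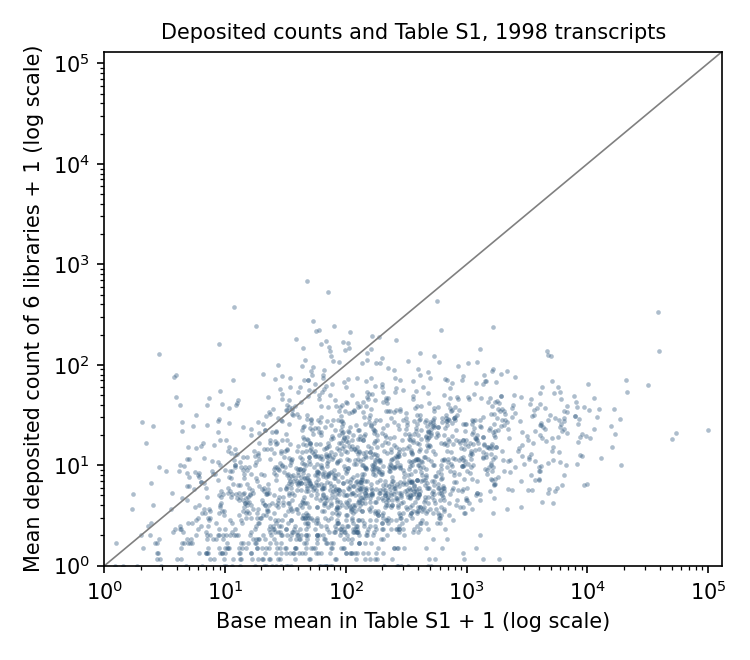
Mean deposited count of the 6 libraries plus 1 (vertical, log scale) against the base mean in Table S1 plus 1 (horizontal, log scale). Each point is 1 of the 1998 transcripts with a locus tag, and the line marks equal values. Most points lie below the line.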

Overall, the normalized read counts per gene between the WT and *Δpxr* profiles were highly correlated (Pearson’s *r* = 0.814) (Figure 2A), as were counts between individual experimental replicates for both genotypes (Figures S3A and S3B). Yet, the lack of *pxr* expression altered the transcript abundance of 299 genes (∼4% of all DK1622 annotated genes) relative to the wild type during vegetative growth (Table S1). Of those, 49.2% showed a significant decrease, and 50.8% showed an increase in the transcript levels due to the deletion of *pxr* (Figure S2C) (see STAR Methods: RNA extraction and RNA-seq analysis).

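Transcripts abundant in WT cells were also abundant in *Δpxr* cells in the deposited counts. Across the 7369 transcripts with at least 1 count, Pearson's r between the log10 mean normalized counts of the 2 strains, after adding 1, was 0.945. Spearman's rho was 0.937. The r was 0.916 across the 2815 transcripts that were tested, and 0.99 on linear counts. Between single libraries, r of linear counts lay between 0.991 and 0.993 within WT, between 0.969 and 0.998 within *Δpxr*, and between 0.964 and 0.999 across the strains. Without the 2 most abundant EBT transcripts it lay between 0.513 and 0.912 within WT, between 0.945 and 0.988 within *Δpxr*, and between 0.383 and 0.954 across the strains. On log10 normalized counts, r lay between 0.887 and 0.902 within WT, between 0.839 and 0.893 within *Δpxr* and between 0.836 and 0.9195 across the strains. These are correlations across genes, which are not independent replicates, so no p value is given.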

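In *Δpxr* cells, the counts assigned to MXAN_1080, a membrane subunit of the respiratory NADH-quinone oxidoreductase, rose from 47.3 ± 6.24 (SD, n = 3) to 269 ± 62.2 (SD, n = 3) normalized counts. This is a log2 fold change of 2.50 (standard error 0.32, adjusted p = 0.0029 from edgeR's quasi-likelihood test), and the paper's value in Table S1 is -0.40. The strand that was counted is not known here, for this gene or the others. The counts assigned to 2 ABC transporter genes, MXAN_0995 and MXAN_0597, fell. In the paper, their neighbours MXAN_0996, 24 bases away, and MXAN_0598, which adjoins MXAN_0597, have values of -1.58 and -0.93. Whether reads of these neighbours were counted was not tested. The log2 fold change of the ATP-binding protein gene MXAN_0995 was -2.56 (standard error 0.42, adjusted p = 0.017, edgeR; the paper's value is -0.14), and that of the amino acid transporter permease gene MXAN_0597 was -1.93 (standard error 0.41, adjusted p = 0.067, edgeR; the paper's value is 0.30). MXAN_5529, which encodes the glycolytic enzyme phosphoglyceromutase, had a log2 fold change of -2.41 (standard error 0.46, adjusted p = 0.035, edgeR; -3.21 without *Δpxr* replicate 1; the paper's value is 0.44). MXAN_0457 is annotated as an RNA polymerase sigma-54 subunit, but it is 336 bases long, and whether it encodes a sigma factor was not checked. It fell from 58.3 ± 29.0 (SD, n = 3) to 13.6 ± 6.02 (SD, n = 3) normalized counts. This is a log2 fold change of -1.99 (standard error 0.42, adjusted p = 0.067, edgeR), where the paper's value is -1.75. These 5 are the genes with a locus tag among the 21 differentially expressed transcripts of the 2815 tested. At an unadjusted p under 0.05 there were 345. Standard errors are approximate, taken from the F statistic. DESeq2 with its default filtering gave 43 differentially expressed transcripts and limma-voom 7, of which 16 and 7 are among the 21, and without *Δpxr* replicate 2 or replicate 3 edgeR gave 10 and 9. The filtering of DESeq2 left 5716 of the 7369 transcripts that it fitted without an adjusted p, so a gene that it did not call may have had none. With limma-voom the adjusted p was 0.11 for MXAN_0995, 0.14 for MXAN_5529 and MXAN_0597 and 0.16 for MXAN_0457, and limma-voom with quantile normalization did not call these 4 either. Single libraries also decide calls of edgeR, since MXAN_5529 had an adjusted p of 0.12 without WT replicate 2 and 0.11 without *Δpxr* replicate 3, MXAN_0457 had 0.19 without WT replicate 2 and 0.15, 0.18 and 0.11 without *Δpxr* replicates 1, 2 and 3, and MXAN_0597 had 0.13 and 0.15 without WT replicates 2 and 3 and 0.22, 0.16 and 0.11 without *Δpxr* replicates 1, 2 and 3. From the genes past its alpha, the paper concludes that lack of *pxr* expression altered transcript abundance during vegetative growth.

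**Figure D2:**
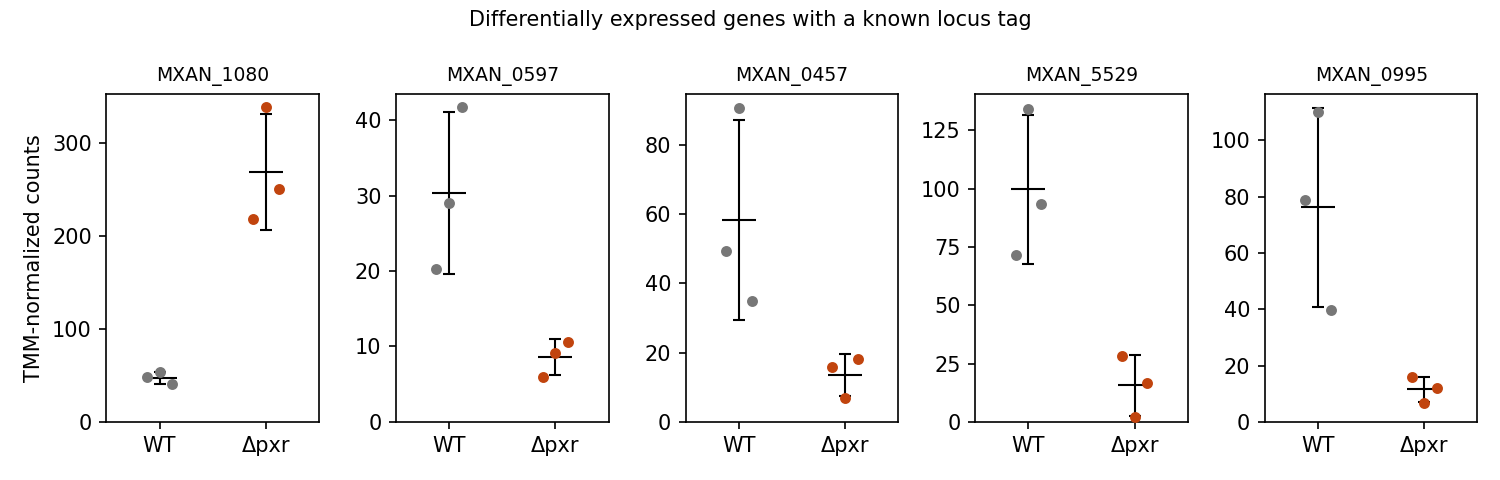
TMM-normalized counts of the 5 differentially expressed genes that have a locus tag, in WT and *Δpxr* cells. Points are single libraries, and bars give the mean and SD of 3 libraries. For MXAN_1080 the 3 *Δpxr* libraries lie above the 3 WT libraries, and for the other 4 genes they lie below.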

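Of the differentially expressed transcripts, 18 (85.7%) were lower and 3 (14.3%) were higher in *Δpxr* cells. Besides MXAN_1080, the increases were those of EBT00001763011 and ABF91219, which have no name in the tables used. EBT00001763011 had 65, 24 and 64 reads in the 3 WT libraries and 2528, 3871 and 652 in the 3 *Δpxr* libraries (log2 fold change 6.25, standard error 0.89, adjusted p = 0.0054, edgeR), and its log2 fold change was 4.61 without *Δpxr* replicate 2, 5.40 with quantile normalization in limma-voom and 5.46 with the replicate block. ABF91219 had a log2 fold change of 2.19 (standard error 0.41, adjusted p = 0.034, edgeR). The decrease with the smallest p was that of the unnamed EBT00001763006, from 122 ± 24.1 (SD, n = 3) to 2.96 ± 2.83 (SD, n = 3) normalized counts, a log2 fold change of -5.72 (standard error 0.53, adjusted p = 1.6e-04, edgeR; -4.71 without *Δpxr* replicate 1 and -6.90 without *Δpxr* replicate 3). It was followed by ABF90089, also unnamed, with a log2 fold change of -2.81 (standard error 0.39, adjusted p = 0.0052, edgeR). Because *pxr* was not identified, whether EBT00001763006 or another unnamed decrease is the deleted gene itself is not known here. For all 21 transcripts the 3 libraries of one strain lay apart from the 3 of the other. Among the tested transcripts, 18.4% were separated in this way, where chance gives 10% for 3 against 3. Of these, 260 were higher and 258 lower in *Δpxr* cells. The call of ABF91219 was lost with limma-voom (adjusted p = 0.19, and 0.20 with quantile normalization as well), and in edgeR without WT replicate 2 (0.12) or without *Δpxr* replicate 1 or 2 (0.187 and 0.104). The numbers lower and higher were 35 and 8 with DESeq2, 5 and 2 with limma-voom, 77 and 35 without a filter, 20 and 13 with at least 10 counts in every library, 32 and 9 with the replicate block, 23 and 6, 10 and 4, and 23 and 8 without WT replicates 1, 2 and 3, and 18 and 10, 8 and 2, and 5 and 4 without *Δpxr* replicates 1, 2 and 3.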

**Figure 2:**
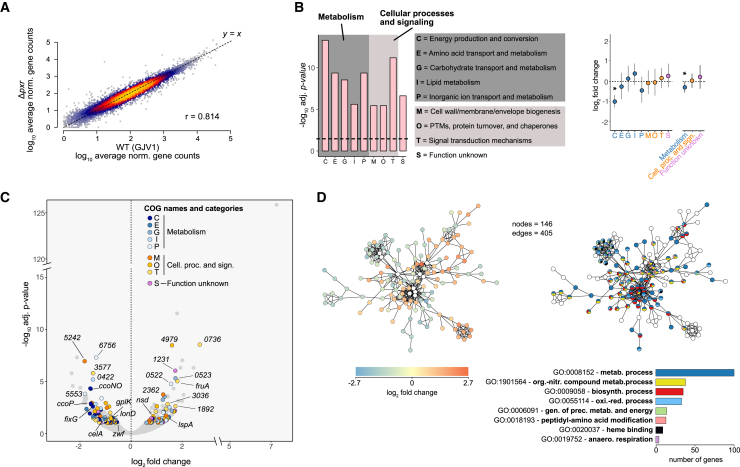
pxr expression downregulates many metabolism genes and upregulates many genes associated with cellular processes and signaling (A) Heat-density scatterplot reporting the average read counts per gene in both WT (GJV1) and the Δ*pxr* mutant. The color gradient shifting from blue to yellow indicates increased data-point density. Pearson’s correlation *r* is shown within the plot area. (B) Left: COG categories significantly enriched with differentially expressed (DE) genes (Table S2). The *x* axis shows the enriched COG categories, while the *y* axis reports the significance levels expressed as -log_10_. The dashed black line highlights the significance threshold of *p* = 0.05. Dark and light gray areas group COG terms that belong to “metabolism” and “cellular processes and signaling”, respectively. Right: dot plots reporting the average gene expression level grouped by enriched COG term (left) and by enriched COG category (right). In all cases, blue shaded dots refer to COGs terms associated with *metabolism* (C, E, G, I, and P), orange with *cellular processes and signaling* (M, O, and T), and purple with *function unknown* (S). For both graphs, error bars represent a bootstrap 95% CI. (C) Volcano plot reporting differential gene expression levels as a function of their adjusted *p* values. Colored dots refer to genes associated with enriched COGs categories (see C), while gray dots indicate genes that are either not significant (*adjusted p* > 0.1) or not annotated to any enriched COG term. Numbers refer to MXAN gene names. For the complete list of DE genes and their COG annotation, refer to Table S1. Visit this link to explore the graph in detail. (D) Structure of the primary gene-interaction network found among the DE genes. Each node represents one gene, while each connecting line (edge) indicates the potential interaction between two genes. For the left version of the network, the color gradient from blue to red indicates differential gene-expression levels between WT and Δ*pxr*. White dots represent genes that did not show a significant difference in expression between the two genotypes added to complete the interaction network. For the right version of the network, each color represents one enriched GO term found among genes constituting the shown network (Table S3). Multicolor dots indicate genes annotated to multiple enriched GO terms. Gray dots represent genes not belonging to any enriched GO term. The bar plot below summarizes the gene counts per GO term. The depicted networks can be downloaded and examined in more detail online using this link.

We found that 33 operons were significantly enriched for the presence of differentially expressed genes. Only one of these operons contained genes that changed expression discordantly—both up and down (operon ID = 0521: *MXAN_0975*, *MXAN_0976*, Figure S3D; Table S2). 

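Table S2 lists 89 genes in 33 operons. Of these, 33 have a locus tag in the deposited counts and 12 had enough counts to be tested. None of the 12 passed the threshold in edgeR, DESeq2 or limma-voom, but *fixG* and MXAN_5557 passed in edgeR with the replicate number as a block (adjusted p = 0.090 and 0.063) and without a filter (0.048 and 4.0e-05), and MXAN_0840 with at least 10 counts in every library (0.087). In edgeR, 4 of the 12 had an unadjusted p under 0.05, and 6 log2 fold changes were positive and 6 negative. The 3 operons with at least 2 tested genes each had a single direction. Over all genes tested without WT replicate 2, a fit that kept 3138 transcripts, 0 of 3 did. In that fit both genes named below for the *taF* operon turned negative. With DESeq2 or without a filter, where more genes were fitted, 2 of 6 had a single direction. In the operon of MXAN_5557, an iron-sulfur protein, the log2 fold changes were -2.22 for MXAN_5557 (standard error 0.58, adjusted p = 0.15, edgeR; -3.32 with limma-voom and -3.02 with limma-voom and quantile normalization), -1.39 for the cytochrome c gene MXAN_5558 and -0.27 for MXAN_5556. In the operon of *fixG*, which encodes an accessory protein of cytochrome oxidase assembly, they were -1.44 for *fixG* and -0.058 for *ccoNO*. In the operon of *taF*, a gene of TA antibiotic synthesis, they were 0.15 for MXAN_3938 and 0.085 for *taF*. From MXAN_5531 to MXAN_5558, the 6 tested genes had negative log2 fold changes, and 3 of them passed when adjusted over the list alone, but 2 and 1 of the 6 were positive without WT replicate 2 and without *Δpxr* replicate 3. From MXAN_3930 to MXAN_3950, the genes of TA antibiotic synthesis, the 5 tested genes had positive log2 fold changes, and 2 of them passed when adjusted over the list alone, but 2 and 1 of the 5 were negative without WT replicate 2 and without *Δpxr* replicate 1. The study chose these operons on the same libraries, so the directions are not independent evidence. MXAN_5557 had 1 and 0 reads in *Δpxr* replicates 2 and 3, and its log2 fold change was -5.11 (adjusted p = 0.028, edgeR) without *Δpxr* replicate 1 and -2.50 (adjusted p = 0.095, edgeR) without WT replicate 3, and -3.05 (adjusted p = 0.038, edgeR) in thinned libraries. MXAN_0975 had 3, 4 and 5 reads in WT and 3, 1 and 8 in *Δpxr* cells, too few to test, and MXAN_0976 was not analysed here.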

All other operons’ genes changed transcriptional levels concordantly—up or down (two-tailed *χ*^2^ (1, *N* = 33) = 29.121; *p* = 0.0001) (Figure S3D; Table S2). The overall directional consistency of transcriptional change among genes belonging to the same operon suggests an upstream function of Pxr to the expression or stability of the polycistronic transcripts encoded by these operons.

We then determined clusters of orthologous genes (COGs) (see STAR Methods: RNA extraction and RNA-seq analysis) enriched among the differentially expressed genes. Nine COG categories were significantly enriched, although only a few genes constituted each category (Figures 2B and 2C; Table S3). Five of the enriched categories were representative of *metabolic processes* (categories: C, E, G, I, and P), three are related to *cellular processes and signaling* (categories: M, O, and T), and one (S) contains genes related to the class *function unknown*. 

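The 5 metabolic COG categories of Table S3 (C, E, G, I and P) list 26 genes, of which 23 have a locus tag in the deposited counts and 12 were tested. Of the 12, 4 had negative and 8 positive log2 fold changes in *Δpxr* cells. None passed the threshold in edgeR, DESeq2 or limma-voom, and 3 had an unadjusted p under 0.05 in edgeR. The 4 tested genes of category C, energy production, had log2 fold changes between -2.22 and -0.041 (1 was positive with limma-voom, with or without quantile normalization, or without *Δpxr* replicate 2, and 2 without WT replicate 2 or *Δpxr* replicate 3), and 2 of them passed when adjusted over the list alone. These were MXAN_5557 and the aldehyde dehydrogenase MXAN_5040, whose log2 fold change was -1.07 (standard error 0.32, adjusted p over all genes = 0.19, edgeR). The 3 tested genes of category E, amino acid metabolism, lay between 0.030 and 1.19, where 1 was negative with DESeq2 and without WT replicate 2, WT replicate 3, *Δpxr* replicate 1 or *Δpxr* replicate 3. The highest was the decarboxylase MXAN_5012, with 21.6 ± 3.03 (SD, n = 3) normalized counts in WT and 51.2 ± 34.1 (SD, n = 3) in *Δpxr* cells. The 3 of category G, carbohydrate metabolism, lay between 0.32 and 0.54, and the 2 of category I, lipid metabolism, at 0.085 and 0.12 (1 was negative without WT replicate 2 or *Δpxr* replicate 1). The genes were chosen by the study on these libraries. Genes of categories M, O and T are not analysed here, so metabolism was not compared with cellular processes and signaling. MXAN_5557 passed the threshold as lower without a filter, with the replicate block, in thinned libraries, and without WT replicate 3 or *Δpxr* replicate 1, MXAN_5012 passed as higher without a filter, and without *Δpxr* replicate 1, 7 of 13 tested genes were negative.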

Notably, most genes with decreased expression levels belonged to those COGs associated with metabolism (Figures 2C and 2D). In contrast, genes with unaltered or increased expression were more likely to belong to categories related to cellular processes and signaling (Fisher’s exact test, *p* = 0.0105) (Figures 2B and 2C, Table S3).

We then extracted predicted protein interactions among the products of the differentially expressed genes from the STRING database^18^ (see STAR Methods: RNA extraction and RNA-seq analysis). Our analysis individuated one distinct major network consisting of 405 total potential interactions among a subset of 145 genes (respectively the number of edges and nodes in the network) (Figures 2D and S4A). All of the other differentially expressed genes belonged to either minimal networks (2 or 3 nodes with 1 or 2 edges, respectively) or remained unmatched given their current annotation (Figure S4A, Supp. Network Images). Interestingly, when qualitatively considering the distribution of transcriptional levels mapped onto the large network, genes with a similar deviation in their expression values are frequently associated with one another, again suggesting a potential role of Pxr acting upstream to these genes’ transcription (Figures 2D and S4B).

A follow-up analysis of enriched gene ontology (GO) terms on this network revealed that a large proportion of genes were associated with metabolism (Figure 2D; Table S4). 

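The GO terms of Table S4 list 81 genes, of which 50 have a locus tag in the deposited counts and 21 were tested. None passed the threshold in edgeR, DESeq2 or limma-voom, although *fixG* and MXAN_5557 did in edgeR with the replicate block or without a filter, MXAN_5557 without WT replicate 3, without *Δpxr* replicate 1 or in thinned libraries, and MXAN_5012 without a filter, 6 had an unadjusted p under 0.05 in edgeR, and 13 log2 fold changes were positive and 8 negative. Of the 12 tested genes of the oxidation-reduction process, 7 had positive and 5 negative log2 fold changes, and 2 were higher and 3 lower when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The 8 tested genes for the generation of precursor metabolites and energy were divided 4 to 4, but 6 were positive and 2 negative without WT replicate 2. For the oxidation-reduction process, the numbers were 9 and 3 without WT replicate 2 and 6 and 6 without WT replicate 3. Of the genes that the paper names for these pathways, *celA* had 19.8 ± 11.3 (SD, n = 3) normalized counts in WT and 14.8 ± 4.54 (SD, n = 3) in *Δpxr* cells, a log2 fold change of -0.50 (standard error 0.44, adjusted p = 0.68, edgeR), where the paper's value is -1.14. The cytochrome oxidase gene *ccoNO* had 29.1 ± 4.64 (SD, n = 3) and 28.3 ± 13.7 (SD, n = 3) normalized counts (log2 fold change -0.058, standard error 0.36, adjusted p = 0.97, edgeR; the paper's value is -1.60). *fixG* had 27.8 ± 8.65 (SD, n = 3) and 11.2 ± 6.26 (SD, n = 3), with a standard error of 0.41 and an adjusted p of 0.16 from edgeR for the log2 fold change, where the paper's value is -1.56. The alanyl-tRNA ligase gene *alaS* had a log2 fold change of -0.24 (standard error 0.41, adjusted p = 0.86, edgeR), where the paper's value is -0.58. *glpK*, *zwf*, *ccoP* and *fusA* (MXAN_4082) had too few counts to test. Their mean normalized counts in WT and *Δpxr* cells were 6.02 and 11.7 for *glpK*, 8.24 and 10.1 for *zwf*, 4.11 and 1.99 for *ccoP*, and 1.62 and 4.02 for *fusA*. The sign turned for *ccoNO* without WT replicate 2 (0.015) and without *Δpxr* replicate 3 (0.25), for *celA* without WT replicate 3 (0.054) and for *alaS* without *Δpxr* replicate 2 (0.0052; -0.83 without *Δpxr* replicate 1).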

Among them, for example, we identified genes involved in key metabolic pathways, such as the genes *glpK*, *celA*, and *zwf*, which are known to be respectively associated with the metabolism of glycogen, sucrose, and the pentose phosphate pathway.^19^^,^^20^^,^^21^^,^^22^^,^^23^ We also identified *ccoNO*, *ccoP*, and *fixG*, which encode for cytochrome-associated proteins whose function is involved in the oxidative phosphorylation^24^ (Figures 2C and S4B), as well as genes associated with the translational process, such as the two genes *fusA* (*MXAN_4082*) and *alaS*, respectively encoding for the ribosome elongation factor G and mediator of the alanyl-tRNA biosynthesis (see Tables S1 and S3 for more details on the annotations for the individual functions of all differentially expressed genes).^25^^,^^26^

We additionally generated a user-friendly online application using Shiny with R software (https://jzego7-marco.shinyapps.io/rnaseq_app/) to interactively visualize the presented data more thoroughly (see STAR Methods: RNA extraction and RNA-seq analysis and Supp. Code).

Our global analysis of differentially expressed genes indicates that the absence of *pxr* expression during vegetative growth influences the transcript levels of a subset of genes linked to metabolic processes and cellular signaling, which tend to be positively and negatively regulated by Pxr, respectively (Tables S1, S3, and S4).

### Most genes affected during growth by deletion of pxr are associated with fruiting-body development

Given the role of *pxr* expression in controlling fruiting-body development and its dynamics, we sought to identify known developmental genes whose transcriptional levels during growth were altered by deletion of *pxr*. Hence, we compared our RNA-seq data to the most recent lists of genes associated with fruiting-body development in *M. xanthus.* Thus, we extracted and combined lists of developmental genes from the independently published works of Muñoz-Dorado et al.,^9^ Sharma G. et al.,^10^ and McLoon et al.^11^

We first compared the degree of similarity between all these studies and ours. We contrasted the gene-transcript levels scaled around their relative average value for the WT cells during vegetative growth (Figure S5A) (see STAR Methods: Comparison of RNA-seq profiles). This comparison allowed us to estimate the consistency across the RNA-seq protocols used in all the studies based on the only physiological and experimental conditions they had in common, including ours. From these comparisons, we found that the vegetative profiles of WT cells for all three studies correlated with ours similarly (Figure S5A). We thus retained all three studies for further comparisons and indicated which paper(s) associates a given gene with fruiting-body development (Table S5).

Notably, these three studies explored the expression details of potential developmental genes beyond our study’s scope (i.e., not only during vegetative growth but also over periods of starvation). However, from all three studies, we determined the list of developmental genes by considering any gene found to change expression during starvation relative to their expression during vegetative growth. While ∼21% of all *M. xanthus* genes have been associated with development by any of the three development-transcriptome studies, ∼67.6% of genes differentially expressed between WT and *Δpxr* are found among those development-associated genes. Thus, gene regulation by Pxr is biased toward development-associated genes (binomial test, *p* < 10^−16^).

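Table S5 marks 202 of its 299 genes as associated with development, of which 61 have a locus tag in the deposited counts and 30 were tested. MXAN_0457 was the 1 gene among the 30 that passed the threshold, with lower counts in *Δpxr* cells, as in DESeq2 (1 lower) but not in limma-voom (0), while edgeR called 3 with the replicate block, 5 without a filter, 2 without WT replicate 1, without WT replicate 3 or in thinned libraries, MXAN_5557 in its place without *Δpxr* replicate 1, and 0 with at least 10 counts in every library or without WT replicate 2, *Δpxr* replicate 2 or *Δpxr* replicate 3, and 8 had an unadjusted p under 0.05 in edgeR. Of the 30, 16 log2 fold changes were positive and 14 negative. The XRE family transcriptional regulator MXAN_1894 had 4.04 ± 4.25 (SD, n = 3) normalized counts in WT and 18.5 ± 5.60 (SD, n = 3) in *Δpxr* cells, a log2 fold change of 2.03 (standard error 0.56, adjusted p = 0.16, edgeR), where the paper's value is 1.27, and 3.41 (adjusted p = 0.035, edgeR) without WT replicate 1. Adjusted over the list alone, 2 were higher and 5 lower. Of the 97 genes that Table S5 does not associate with development, 12 were tested and none passed the threshold in edgeR, DESeq2 or limma-voom, although MXAN_0840 did in edgeR with at least 10 counts in every library. There, 4 had an unadjusted p under 0.05 in edgeR, and 3 were higher and none (0) lower when adjusted over the list alone. The 3 were the sterol desaturase gene MXAN_0840, with 16.7 ± 2.78 (SD, n = 3) and 36.2 ± 8.42 (SD, n = 3) normalized counts (log2 fold change 1.10, standard error 0.31, adjusted p over all genes = 0.16, edgeR; the paper's value is 0.96), a second sterol desaturase gene, MXAN_6907 (0.97, standard error 0.34, adjusted p over all genes = 0.27, edgeR; the paper's value is -1.39), and MXAN_0523 (0.89, standard error 0.30, adjusted p over all genes = 0.26, edgeR; the paper's value is 1.74). Both lists were chosen by the study on these libraries. Over the 42 tested genes of Table S5, 26 had the sign of the paper's fold change, and Spearman's rho between the 2 sets of log2 fold changes across genes was 0.402. Among the differentially expressed transcripts, those without a locus tag could not be sorted by development.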

Of the developmental genes found to be differentially expressed in *Δpxr*, 64.4% were associated with development by Sharma et al.,^10^ 59.9% by McLoon et al.,^11^ and 53.5% by Muñoz-Dorado et al.^9^ (Figures 3A, 3B, and S5B). In addition, the so-obtained developmental genes constituted half of the large interaction network shown in Figure 2D (non-developmental genes = 48%; developmental genes = 52%, Figure S6), and 75% of the previously identified 33 enriched operons contained genes associated with development (Table S2; Figure S3D). Of the 311 genes related to development by all three transcriptome studies, only 42 (13.5%) were differentially expressed in the *Δpxr* mutant (Figures 3A and 3C). Interestingly, a significant majority of these 42 genes showed increased transcriptional levels in *Δpxr* cells (30/42; Fisher’s exact test, *p* = 0.0028) (Figure 3C). Among them, we identified well-known regulators of development, such as *fruA*, *nsd*, and *MXAN_0736,* which are, respectively, a crucial transcriptional regulator of other developmental genes, a nutrient-depletion sensing factor, and a histidine protein kinase relevant to spore germination.^11^^,^^27^^,^^28^^,^^29^ We confirmed that the increased transcriptional levels of *fruA* were indeed reflective of increased protein abundance, with FruA being detectable already during vegetative growth in *Δpxr* mutant cells, whereas it became detectable only after 6 h of starvation in WT cells (Figure 3D). 

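Of the 42 genes that Table S5 assigns to all 3 developmental studies, 12 have a locus tag in the deposited counts and 8 were tested. Their log2 fold changes in *Δpxr* cells ranged from -2.22 to 1.19, with 3 positive and 5 negative. The paper's values for the 8 are also 3 positive and 5 negative, and 6 have the same sign in both. None of the 8 passed the threshold in edgeR, DESeq2 or limma-voom, and 3 had an unadjusted p under 0.05 in edgeR. Adjusted over the list alone, 1 was higher and 2 were lower. These were MXAN_5012, MXAN_5557 and MXAN_5558, and the study chose the list on these libraries. The log2 fold change of MXAN_1733, a tandem-95 repeat protein, was -0.25 (standard error 0.31, adjusted p = 0.80, edgeR), where the paper's value is 1.60. Without WT replicate 2, 7 of the log2 fold changes were positive, and without *Δpxr* replicate 3, 5 were, of 10 genes tested in each case. Of the 8 genes above, 5 were positive and 3 negative without WT replicate 2, 1 and 7 without WT replicate 3, and 2 and 6 without WT replicate 1. MXAN_5557 passed as lower without a filter, with the replicate block, in thinned libraries, and without WT replicate 3 or *Δpxr* replicate 1, and MXAN_5012 as higher without a filter. The other 30 genes are not analysed here.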

Other known regulators of development identified by only one or two of the development-transcriptome studies were also found to be differentially abundant by deletion of *pxr*, for example, *abcA*,^30^ *lonD*,^31^ *sgmE*,^32^ *oar*,^33^^,^^34^ and *rodK*^29^^,^^35^ (Figure 3B; Tables S1 and S5). Together, these data identify many developmental genes that Pxr regulates during vegetative growth, whether directly or indirectly.

**Figure 3:**
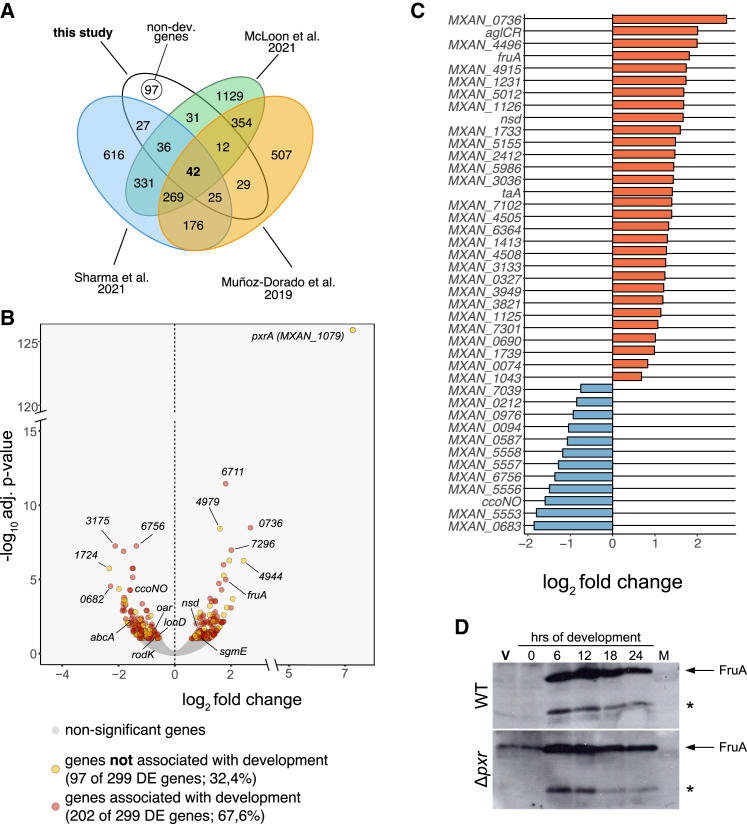
Lack of pxr changes the expression of many genes associated with fruiting-body development during vegetative growth (A) Venn diagram showing the number of DE genes found in our study (white area) that were identified as showing development-specific patterns of gene expression by Muñoz-Dorado et al. 2019^9^ (orange area), Sharma et al. 2021^10^ (blue area), or McLoon et al. 2021^11^ (green area). (For details on the comparison, consult STAR Methods: RNA-seq profile comparisons). (B) Volcano plot reporting differential gene expression levels as a function of the significance levels with a 1% alpha cutoff (light gray indicates genes with an *adjusted p* > 0.1). Respectively, red and yellow dots indicate genes that have and have not been previously associated with fruiting-body development.^9^^,^^10^^,^^11^ The legend reports the absolute gene numbers for both categories and their frequencies relative to the total number of DE genes. For the complete list of DE genes, refer to Tables S1 and S5 for the complete list of DE genes associated with development. Visit this link to explore the graph in detail. (C) Plot showing the expression-difference levels of the 42 DE genes with altered expression in the Δ*pxr* mutant during vegetative growth associated with development in all three published *M. xanthus* developmental-transcriptome studies.^9^^,^^10^^,^^11^ Orange and blue bars highlight the increase or decrease of transcript levels, respectively. (D) Western blot showing FruA presence/absence in the WT (GJV1) and the *Δpxr* mutant during vegetative growth (V, in red) and throughout two days of development (0, 6, 8, 12, and 24 h). The arrow on the right side indicates the FruA-specific band (∼24.7 kDa), while the asterisk indicates the presence of an unspecific recognition of the antibody used.

### *pxrA* (MXAN_1079) is a likely Pxr target important for fruiting-body development in *M. xanthus*

The aforementioned cross-study transcriptional profile comparisons indicate that experimental idiosyncrasies can influence the identification of developmental genes. Thus, one could not exclude that other genes differentially expressed in the *Δpxr* mutant are also relevant to fruiting-body development despite not being identified as such in previous development-transcriptome analyses. This is perhaps particularly true for those gene products with an uncharacterized function^9^^,^^10^^,^^11^^,^^36^ (Figure 3B; Table S1). 

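MXAN_1079, annotated as an N-acetyltransferase, had 27, 13 and 25 reads in the 3 WT libraries and 23, 3 and 10 reads in the 3 *Δpxr* libraries. Its normalized counts were 20.8 ± 4.66 (SD, n = 3) in WT and 11.5 ± 4.29 (SD, n = 3) in *Δpxr* cells. The log2 fold change was -0.79 (standard error 0.36, adjusted p = 0.40, edgeR's quasi-likelihood test), with an approximate 95% interval from -1.50 to -0.080, and in Table S1 the paper's value is 7.34. All 3 *Δpxr* libraries lay below the 3 WT libraries after normalization. By chance, the libraries of the 2 strains lie apart for 10% of genes. The base mean that Table S1 gives for this gene is 3216. The strand that was counted is not known here, so these reads need not be those of the MXAN_1079 transcript. The transcripts of the deposited counts with the 3 significant increases were MXAN_1080, EBT00001763011 and ABF91219.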

Among those, *MXAN_1079*, encoding for a putative GNAT-acetyltransferase, was the most differentially increased transcript in the *Δpxr* mutant (Figures 2C and 3B; Table S1). *MXAN_1079* is predicted to be transcribed from its native promoter localized downstream of *px*r (Figure S7A). In a previous study, the evolved strain PX bearing a non-functional *pxr* gene also exhibited increased expression of *MXAN_1079*, and this effect was hypothesized to contribute to the restored developmental proficiency of PX.^12^^,^^37^ Moreover, restoring *pxr* expression in the *Δpxr* mutant background significantly reduced *MXAN_1079* expression to wild-type levels (Figure S7A). Altogether, these data were consistent with the previously published data, supporting our previous hypothesis: Heightened expression of *MXAN_1079* associated with the lack of Pxr function likely allows cells to bypass developmental roadblocks. We propose to rename *MXAN_1079* as *pxrA*, given its position next to *pxr* and its expression strongly influenced by Pxr (Figure S7B).

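MXAN_1079 lies at 1258366 to 1259202 on the DK1622 chromosome (ASM1268v1), and MXAN_1080 at 1259280 to 1260839, with 77 bases between them. Of the genes from MXAN_1068 to MXAN_1090, 14 have a locus tag in the deposited counts and 10 were tested. MXAN_1080 was the 1 gene of the 10 that passed the threshold, with 59, 44 and 41 reads in WT and 400, 149 and 165 reads in *Δpxr* cells. It passed under each alternative that was run, with the strand that was counted not known here. The next genes encode further subunits of the NADH-quinone oxidoreductase, and their log2 fold changes were -0.21 for MXAN_1081 (standard error 0.30, adjusted p = 0.84, edgeR) and -0.14 for MXAN_1082 (standard error 0.26, adjusted p = 0.87, edgeR). Upstream, MXAN_1074, a Glu/Leu/Phe/Val dehydrogenase, had a log2 fold change of -0.97 (standard error 0.55, adjusted p = 0.49, edgeR), and the succinate dehydrogenase gene MXAN_1072 had 0.21 (standard error 0.30, adjusted p = 0.84, edgeR). MXAN_1078 was not analysed here.

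**Figure D3:**
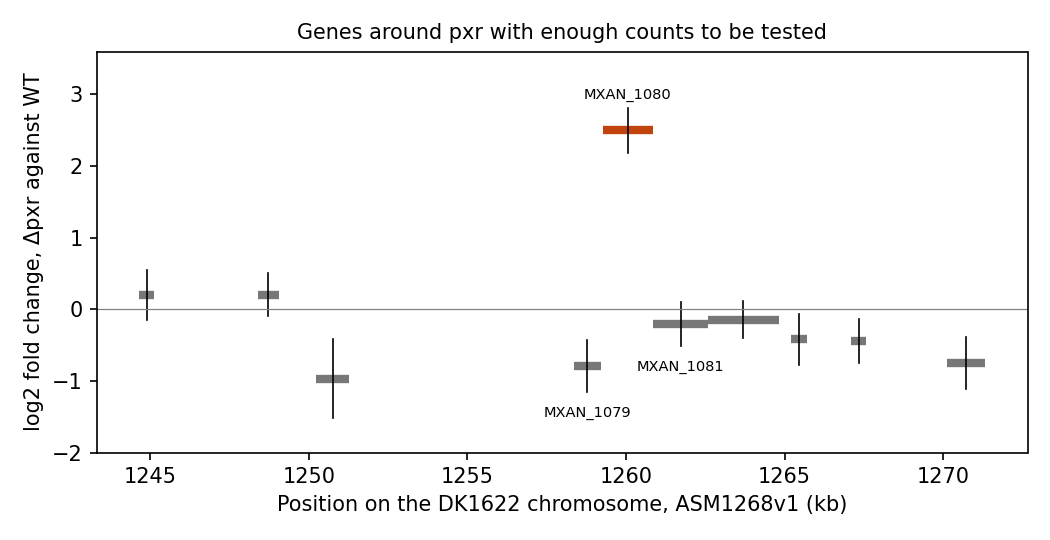
Log2 fold change in *Δpxr* against WT cells (vertical) of the 10 tested genes from MXAN_1068 to MXAN_1090, drawn to scale at their positions in ASM1268v1 in kb (horizontal). Thick lines are genes, vertical lines give the standard error, and MXAN_1080, in red, is the 1 gene past the threshold.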

To directly test whether *pxrA* is important for development, we asked whether the absence of a functional PxrA would affect fruiting-body formation. We generated a non-functional merodiploid mutant of *pxrA* in the WT genetic background (GJV1*pxrA*::*pCR1079*, hereafter referred to as *pxrA*^*−*^; see STAR Methods: Strains and culturing conditions) (Figure S7B) and monitored the developmental morphologies of *pxrA*^*−*^ and WT populations over 141 h (ca. 6 days) by timelapse microscopy (Figure 1B, see STAR Methods: Image acquisition and analysis). Compared to WT, *pxrA*^*−*^ cells were incapable of forming mature darkened fruiting bodies, even after 141 h on starvation plates (Wilcoxon test relative to the end of the experiment, W = 16, *p* = 0.0294) (Figures 4A and 4B). The reduced ability of the *pxrA*^*−*^ mutant to make a lower number of mature fruiting bodies than WT was also confirmed when starting the experiment with 50 times more cells (Figure S7C). Interestingly, *pxrA*^*−*^ cells initiated aggregating slightly later than WT cells, although this difference was non-significant with our sample size (Wilcoxon test relative to the onset of aggregate formation, W = 2, *p* = 0.086) (Figure 4B). Moreover, we also could not detect the second wave of development characteristic of the WT strain (Figures 4A and 4B).

**Figure 4:**
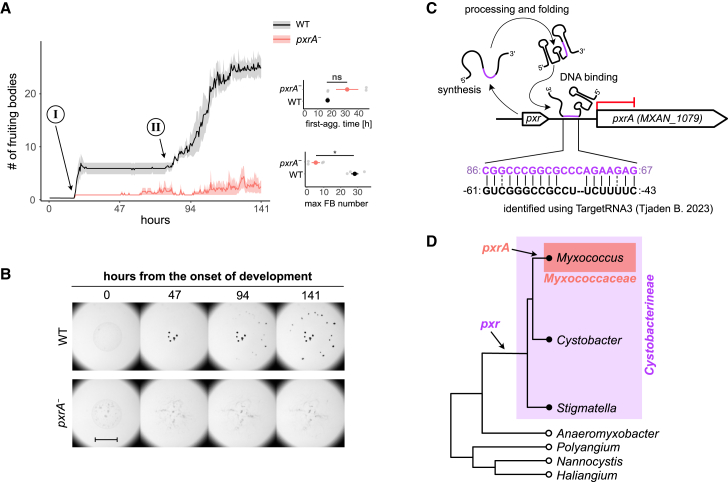
pxrA is a potential Pxr binding target essential to fruiting-body development (A) Plot reporting the average number of fruiting-body counts (thick lines) over time for WT (black line and shaded area) and *pxrA*^*−*^ cells (red line and shaded area). The two developmental waves localization of WT developing cells are indicated with I and II circled in the plot area, with arrows pointing at the corresponding time point. Graphs on the right report the average developmental time for the first aggregates to form (top) and the average number of fruiting bodies at the end of the experiment (bottom) for WT and *pxrA*^*−*^ colored in black and red, respectively. The shaded areas in the large plot and the error bars in both graphs represent the standard errors associated with each measurement (*n* = 4). The asterisk indicates a significant mean difference, while *ns* indicates a non-significant one. (B) Representative images of developing fruiting bodies (dark spot) over the time course for WT (GJV1) (top row) and *pxrA*^*−*^ cells (bottom row). The circled-ordinal numbers I and II and arrows indicate the emergence and localization of the two waves observed in the WT. The scale bar equals 1 mm. (C) Schematic diagram showing the effect and the potential binding site of Pxr to the upstream promoter region proximal to *pxrA (MXAN_1079).* Numbers at the end of each string of letters indicate the base position relative to the Pxr sequence (purple numbers and letters) and the *pxrA* transcriptional start site (black number and letters). For a complete list of all predicted Pxr binding targets, refer to Table S6. (D) Phylogenetic tree qualitatively contrasting the emergence of *pxr* and *pxrA* in myxobacteria (modified from the study by Chen I.-C.K. et al.^15^ with individual species collapsed to individual genera). Refer to the study by Chen I.-C.K. et al.^15^ and Figure S7D for a more detailed visualization of pxr and PxrA phylogenies, respectively.

In addition to experimentally demonstrating that *pxrA* plays a significant role in positively regulating the *M. xanthus* developmental program, we also sought to bioinformatically identify potential Pxr targets by using TargetRNA3^38^ to run an unbiased sequence alignment. The resulting list of 25 potential Pxr binding regions included a sequence near the predicted promoter region of *pxrA* (Table S6). The portion of the Pxr sequence predicted to bind upstream of the *pxrA* promoter is located primarily within the third of three predicted Pxr stem-loop structures known to be necessary for Pxr function^39^ (Figure 4C). 

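Of the predicted targets of Pxr in Table S6, 24 have a locus tag there, and 5 of these, MXAN_1079 among them, have one in the deposited counts. MXAN_4773 (*rpmF*), which encodes ribosomal protein L32, was the 1 other target with enough counts to be tested, and its log2 fold change in *Δpxr* cells was -0.31 (standard error 0.46, adjusted p = 0.85 from edgeR's quasi-likelihood test). It did not pass in DESeq2 or limma-voom. The reads of the acyl-CoA dehydrogenase gene MXAN_5616 were 3, 4 and 11 in WT and 10, 2 and 6 in *Δpxr* cells. Those of the aminotransferase gene MXAN_0256 were 6, 3 and 8 in WT and 12, 3 and 4 in *Δpxr* cells, and those of MXAN_7086 were 3, 0 and 2 in WT and 5, 0 and 0 in *Δpxr* cells. These 3 genes did not pass the filter for low counts and were not tested. The other targets are not analysed here.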

Surprisingly, none of the other 24 predicted binding regions was associated with a gene differentially expressed in *Δpxr*. Yet, the effect of Pxr on these transcripts might affect translation without altering the transcript abundance. Moreover, none of these potential targets showed significant similarities in their functional annotations.

We then asked whether the phylogenies of PxrA and Pxr might be similar given their regulatory interaction (see STAR Methods: Phylogenetic analysis of PxrA).^15^ Our analysis showed homologous PxrA sequences between a few myxobacteria species (*M. macrosporus*, *M. stipitatus*, *M. virescens*, and *M. xanthus*, among other non-characterized *Myxococcus* strains), all of which belong to the suborder Cystobacterineae within the family Myxococcaceae, where *pxr* is thought to have emerged (Figures 4D and S7D).^15^ Thus, *pxrA* emerged most likely later than *pxr* and was retained or transferred into only a relatively small number of species, despite its current critical role in *M. xanthus* aggregative multicellularity (Figure 4D).

Altogether, our results identify *pxrA* as a novel positive regulator of fruiting-body development and a likely direct target of Pxr regulation.

## Discussion

In bacteria, sRNAs regulate gene expression and are arguably associated with all major biological processes.^1^^,^^2^^,^^3^ Pxr is a *trans-*acting sRNA involved in fruiting-body formation in myxobacteria, an aggregative multicellular process that takes place in response to starvation. Specifically, Pxr prevents the activation of the developmental program at nutrient levels abundant enough to support extensive vegetative growth.^5^ Here, we have expanded our understanding of the phenotypic effects of Pxr regulation by showing that this sRNA not only prevents development under high-nutrient conditions but also limits the pace of development under starvation conditions. We further identified genes regulated by Pxr during vegetative growth by comparing the transcriptomic profiles of cells lacking or expressing *pxr*, including the key developmental regulator *fruA* and a GNAT-acetyltransferase gene immediately downstream of *pxr—pxrA*—that we reveal as necessary for fruiting-body formation. We additionally identified many possible direct binding targets of Pxr, including the promoter region of *pxrA*.

### The role of pxr in controlling the dynamics of development

We showed that the absence of *pxr* expression greatly accelerates both the initiation and completion of development when nutrients are absent (Figure 1). Until now, Pxr has been understood to control the nutrient conditions under which development is initiated; our new results show it also is a major regulator of developmental timing. Interestingly, the observation that the WT and the *pxr* mutant had similar numbers of fruiting bodies at the end of the experiment indicates that the absence of *pxr* expression affects only the temporal dynamics of development without interfering with the developmental potential of cells. We need more information about the molecular details of how Pxr function can alter developmental timing. Our data suggest a potential role of Pxr both before and after the initiation of development. For example, it is plausible that the unprocessed Pxr isoforms are involved during development (i.e., Pxr-L and Pxr-XL), which, in contrast to the cleaved Pxr-S, remain abundant throughout the aggregative process.^5^^,^^13^

The absence of *pxr* expression can impact the dynamics and total duration of development beyond the induction of aggregative multicellularity. Thus, variation in *pxr* expression across different genotypes could have profound implications for myxobacteria ecology and evolution. For example, mutations that lead to an early commitment to the developmental program while nutrients can still favor growth could negatively affect performance at interference competition mechanisms requiring high metabolic activity.^40^^,^^41^ Alternatively, being able to induce sporulation earlier and more quickly could be advantageous in resisting such antagonistic behaviors exerted by co-developing genotypes that develop more slowly.^41^^,^^42^ Our data brings important evidence suggesting an ecological role of *pxr* exerted by controlling the developmental dynamics of multicellular development.

### Lack of pxr expression influences the transcriptional levels of metabolic genes

We found that deletion of *pxr* affected the transcript levels of 4% of all annotated *M. xanthus* genes (299/7451 total DK1622 annotated genes). However, it is likely that Pxr directly interacts with only a small minority of them, with the majority being regulated indirectly. For example, the congruency in the sign of transcriptional effects within operons supports this hypothesis.

More than half of the genes affected by the absence of *pxr* have been linked to metabolism (Figure 2). Notably, association with metabolism does not exclude potential involvement in development. Interestingly, metabolism-related genes had decreased transcript values in cells without *pxr* expression. By reducing metabolic gene transcripts, we hypothesize that the lack of Pxr pried cells toward a developmental state where metabolic processes are typically turned off or reduced (Figure 5).

**Figure 5:**
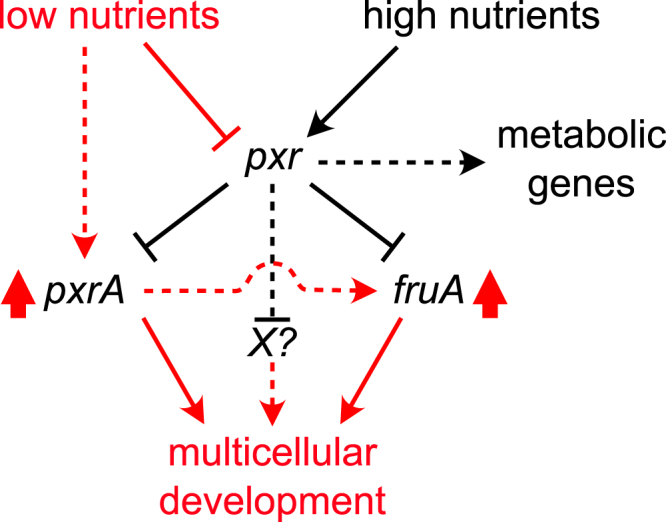
Hypothetical model of Pxr function preventing multicellular development by repressing levels—and hence activity—of key regulators of fruiting-body development When nutrients are conducive to growth (black lines and arrows), Pxr represses levels of positive developmental regulators such as PxrA and FruA. Moreover, under the same conditions, our data suggest a positive effect of Pxr on the expression of genes associated with metabolic processes. When nutrient levels become scarce (red lines and arrows), however, the repressive function of Pxr is relieved. Cells decrease their metabolic rates and activate the developmental program via *pxr* repression, leading to multicellularity by increasing the expression of positive regulators of fruiting-body development.

### Altered developmental gene expression in the absence of Pxr

In line with our initial expectation, we also strengthened the association between *pxr* and multicellular development from a molecular standpoint. Using previously published lists of potential *M. xanthus* developmental genes,^9^^,^^10^^,^^11^ we determined that more than half (67.6%) of the genes differentially expressed in the *pxr* mutant were associated with development in at least one of three developmental-transcriptome studies (Figure 3). We found a number of critical developmental genes, such as *nsd*, *MXAN_0736*, *pxrA*, and *fruA* (among others) showed transcriptional levels consistent with the expectation of an activated developmental program in cells lacking *pxr* expression.

During fruiting-body morphogenesis, FruA, a DNA-binding response regulator, is essential in orchestrating population rippling, aggregation, and sporulation.^11^^,^^27^ Transcription of *fruA*, depending on the early developmental A-signal, is induced after 3–6 h of starvation in WT cells. The function of the FruA protein controlled by the contact-dependent C-signal was thought to be activated by phosphorylation. However, the cognate histidine kinase remains unknown.^43^ Here, we showed that the increase of *fruA* transcript was indeed followed by an increase of the FruA protein levels detectable during vegetative growth. Our data suggest that the accelerated development observed for *Δpxr* cells may directly result from the differential expression of developmental genes already during vegetative growth (Figure 5).

We also found developmental genes important to development less abundant during vegetative growth in the *pxr* mutant cells than in WT. For example, the two developmental genes *lonD* (also known as *bsgA*, important for the early developmental signally pathway) and the response regulator *rodK*, whose functions are relevant to fruiting-body formation,^29^^,^^31^^,^^35^ had decreased transcript levels in *pxr* mutant cells (Tables S1 and S5). However, in the case of *lonD*, it has been indicated that a *pxr* mutant can undergo development by bypassing the requirement of the *lonD* gene, indicating that the removal of the developmental gatekeeper Pxr can trigger a developmental process by turning on suites of downstream developmental regulons without a functional *lonD* gene.^13^ Therefore, high expression of *lonD* is not required in a ready-to-develop state of the *Δpxr* mutant cells. It is possible that a reduction in *lonD* transcripts is a byproduct of an auto-regulatory circuit to shut down early signaling genes that are not needed.^64^

The obtained lists of developmental genes differ between the three consulted studied (Figure S4A),^9^^,^^10^^,^^11^ and the temporal dynamics and expression levels of those genes shared between the studies may vary too. These differences are likely due to protocol differences and genetic backgrounds (different reference strains), but study idiosyncrasies may also reflect the molecular complexity and plasticity intrinsic to fruiting-body development.^11^^,^^44^^,^^45^^,^^46^ Discrepancies in specific gene-expression levels from our transcriptome profiles can be ascribed to the different physiological states in which cells were sampled (growing vs. starving cells).

### *pxrA* is a potential Pxr binding target associated with multicellular development

In myxobacteria, the functions of many genes remain uncharacterized, and in many cases, function is predicted only based on sequence similarity. Indeed, one of the clusters of orthologous genes enriched for genes differentially expressed in the *pxr* deletion-mutant (cluster S) includes genes of unknown function, including *MXAN_1079,* which encodes a putative GNAT-acetyltransferase.^37^ GNAT-acetyltransferases are conserved in all organisms and are involved in post-translational modifications that modulate many cellular functions.^47^ The transfer of an acetyl group from acetyl CoA to a protein substrate can occur at either the amino-terminal end or at the ε-amino group of an internal lysine residue. Post-translational modification by acetylation is considered a major mode of regulating gene expression and is as prominent as phosphorylation-mediated modification.

The simple explanation for the increased *pxrA* transcripts detected in a *pxr*-deletion mutant is that *pxrA* is a binding target of Pxr that is negatively controlled by this sRNA. Indeed, bioinformatic analysis does predict base-pairing between Pxr and the *pxrA* non-coding region upstream to its transcriptional start site. However, the possibility that the upstream localization of the *pxr* deletion might have contributed to the specific transcriptional levels of this gene cannot be excluded. Yet, the upregulation of *pxrA* in response to an impaired function of *pxr* reflects previous observations done with a different genetic background to this study, where the association of the Pxr-*pxrA* interaction with development was first hypothesized.^12^

Here, we went one step further and demonstrated that, besides being a potential Pxr target, *pxrA* is critical to fruiting-body formation and developmental timing (Figure 4). Interestingly, our phylogenetic analysis indicated that *pxrA* emerged in the Myxobacterineae family, a subgroup of the Cystobacterineae in which *pxr* is considered to have originated^15^ (Figure 4). Our analysis suggests that *pxrA* emerged more recently than *pxr*. It will be interesting for further work to investigate potential developmental features unique to the interaction between these two genes in species that carry them both.

A previous study found another putative GNAT-acetyltransferase (*MXAN_6704*) important to fruiting-body formation.^48^ As for *pxrA*, none of the consulted developmental transcriptome studies^9^^,^^10^^,^^11^ had associated *MXAN_6704* with development. 

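Product names that contain acetyltransferase were found for 41 genes with a locus tag in the RNA-seq counts, of which 16 were tested. None passed the threshold in edgeR, DESeq2 or limma-voom, or when edgeR's p values were adjusted over the list alone, and 2 had an unadjusted p under 0.05 in edgeR. Both, MXAN_1079 and MXAN_1633, had negative log2 fold changes. MXAN_1633 had the most reads of the list, and its log2 fold change in *Δpxr* cells was -0.70 (standard error 0.32, adjusted p = 0.40, edgeR). Of the 16, 8 log2 fold changes were positive and 8 negative (5 and 11 without WT replicate 2, 6 and 10 without WT replicate 1 or *Δpxr* replicate 1). The highest was 0.73 for *rimJ* (MXAN_0332, standard error 0.39, adjusted p = 0.47, edgeR), an N-acetyltransferase of the GNAT family. Of the 31 genes whose product name contains N-acetyltransferase, 10 were tested, with 4 positive and 6 negative log2 fold changes.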

In our research, *pxrA* was the only acetyltransferase to show increased transcriptional levels. Thus, these two acetyltransferases are likely regulated independently via different signaling pathways during fruiting-body development. GNAT-acetyltransferase activity is critical to gene regulation in bacteria,^47^ making it tempting to speculate that the genetic interaction between *pxr* and *pxrA* is important for modulating developmental gene expression. A further analysis contrasting the molecular targets of both PxrA and MXAN_6704 could help understand the role of acetyltransferases during bacterial aggregative development.

Our analysis indicates that classifying a gene as *developmental* depends, to some degree, on the environmental context, the experimental procedure used, and the intrinsic plasticity and molecular redundancy of the fruiting-body formation process.^11^^,^^45^ Our demonstration that *pxrA (MXAN_1079)* positively regulates development despite the other transcriptome studies not having flagged this gene is a clear example of this scenario, which suggests that additional new developmental genes remain to be discovered.

Future research themes of interest include the exact molecular mechanisms used by Pxr to exert its function, experimental confirmation of Pxr binding targets, and what role *pxr* expression plays in the evolution of the temporal dynamics of aggregative multicellular development across the myxobacteria.

### Limitations of the study

This study shows the effect of the sRNA *pxr* in regulating the expression of genes critical to multicellularity and growth. While we identified potential gene targets, each interaction’s details and implications remain unexplored. Notably, our analysis was restricted to transcriptomic data during vegetative growth, which limits our understanding of Pxr’s role during the developmental stages following starvation. This focus prevented us from capturing the dynamics of the transcriptomic landscape throughout the organism’s life cycle associated with this sRNA. Lastly, our study does not provide mechanistic insights into how PxrA regulates development through its enzymatic activity. However, we provide an essential basis for future research exploring how sRNA might regulate multicellularity and growth in bacteria.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Marco La Fortezza ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Sequencing data have been deposited at NCBI’s Gene Expression Omnibus^68^ and are accessible through GEO Series accession number GSE265958 and are publicly available as of the publication date.
• Raw and analyzed data have been deposited at Dryad at https://doi.org/10.5061/dryad.xsj3tx9pn and are publicly available as of the publication date.
• All original code used for the online platform has been deposited at Dryad and is publicly available at https://doi.org/10.5061/dryad.xsj3tx9pn as of the publication date.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank the Genetic Diversity Center (GDC – ETH Zürich), the Functional Genomic Center Zürich (FGCZ – University of Zürich) for the helpful technical support and the Evolutionary Biology group at ETH Zurich for comments on the manuscript. This work was partly funded by an EMBO Long-Term Fellowship (ALTF 1208–2017) to M.L.F. and 10.13039/501100001711Swiss National Science Foundation grant 310030B_182830 to G.J.V.

## Author contributions

Y.-T.N.Y., G.J.V., and M.L.F. designed the project, experiments, and analyses; M.L.F., J.V., S.M.C., S.A.E., and Y.-T.N.Y. conducted the experiments; M.L.F. and J.V. analyzed the data and generated figures. M.L.F. and Y.-T.N.Y. drafted the manuscript; all authors reviewed and commented on the manuscript; M.L.F., G.J.V., and Y.-T.N.Y. revised the manuscript.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-FruA	Dale Kaiser lab	N/A
AP-conjugated goat anti-rabbit immunoglobulin G	Thermo Fisher Scientific Cat# T2191	Cat # 31340; RRDI:AB_11180336

**Bacterial and virus strains**		

GJV1		
GJV1Δpxr	Yu, Y.-T.N. et al.^5^	N/A
GJV1pxrA::pCR-1079	This study	
GJV1::pPxr1	Yu, Y.-T.N. et al.^39^	N/A
GJV1::pPxrJ	Yu, Y.-T.N. et al.^39^	N/A
Δpxr::pPxr1	Yu, Y.-T.N. et al.^39^	N/A

**Chemicals, peptides, and recombinant proteins**		

Bacto Casitone	Gibco	225910
Bacto Agar	BD	214030

**Critical commercial assays**		

RNeasy Mini Kit	QIAGEN	# 74004
TURBO DNA-*free*™ Kit	Invitrogen	# AM1907
Ribo-Zero Plus rRNA Depletion Kit	Illumina	#20040526
True-seq RNA-seq	Illumina	RS-122-2201

**Deposited data**		

RNA sequencing data	This study, NCBI GEO (Edgar^68^)	GSE265958
Raw and analysed data	This study	Dryad: https://doi.org/10.5061/dryad.xsj3tx9pn
Reference genome *Myxococcus xanthus* DK1622	NCBI	ASM1268v1
UniProt protein database	UniProt consortium^58^	https://www.uniprot.org/
RNA-seq shiny on-line application built to navigate the published data.	Shinyapp^59^	https://jzego7-marco.shinyapps.io/rnaseq_app/
Microbial genomes database used for phylogenetic analyses	Markowitz^63^	IMG

**Experimental models: Organisms/strains**		

*Myxococcus xanthus,* GJV1 (DK1622)	Velicer et al.^49^	GJV1
*Myxococcus xanthus,* GJV1Δpxr	Yu et al.^5^	GJV1Δpxr
*Myxococcus xanthus,* GJV1pxrA::pCR-1079	This study	GJV1pxrA::pCR-1079
*Myxococcus xanthus,* GJV1::pPxr1	Yu et al.^39^	GJV1::pPxr1
*Myxococcus xanthus,* GJV1::pPxrJ	Yu et al.^39^	GJV1::pPxrJ
*Myxococcus xanthus,* Δpxr::pPxr1	Yu et al.^39^	Δpxr::pPxr1

**Oligonucleotides**		

GV650:AATGCGCGGGACACATCGAAGC	This study	GV650
GV358:CACCAGTTGCCTCACGAACC	This study	GV358
1079-11: TCTTTGCCCGGCTGTTTCTTG	This study	1079-11
1079-12: CCCGCTTCACGTTGAGGAC	This study	1079-12

**Recombinant DNA**		

Plasmid: pCR-1079	This study	N/A
Plasmid: pPxr1	Yu et al.^39^	N/A
Plasmid: pPxrJ (also pPxr^Δ^ )	Yu et al.^39^	N/A

**Software and algorithms**		

FastQC v0.73	Andrews et al.^50^	N/A
Trimmomatic	Bolger et al.^51^	N/A
bowtie	Langmead et al.^52^	N/A
HTSeq	Anders^53^	N/A
DESeq2	Love et al.^54^	N/A
Galaxy platform	Afgan et al.^55^	https://galaxyproject.org/
FUNAGE-Pro	de Jong et al.^56^	N/A
Cytoscape	Shannon et al.^57^	N/A
R v4.4.0	R Core Team^60^	N/A
Shiny	R Core Team^60^	N/A
MUSCLE	Edgar et al.^64^	N/A
ProtTest 3	Darriba et al.^65^	N/A
PhyML	Guindon et al.^66^	N/A
iTOL v4	Letunic et al.^67^	N/A
ImageJ v2.9.0	Schindelin et al.^61^	N/A

**Other**		

Microscope/Camera	Nikon/Nikon	Ti2E/DS-Qi2
Microscope/Camera	Olympus/Olympus	SXZ16/DP80
Microscope/Camera	Zeiss/Nikon	STEMI 2000/ Coolpix S10
Pipe-line for fruiting body analysis	La Fortezza et al.^62^	

### Experimental models and study participant details

The following strains of the bacterium *M. xanthus* were used for this study: GJV1 (a laboratory-derived strain of DK1622^49^ used as wild-type reference (WT); GJV1*Δpxr* (a *pxr*-deletion strain^5^) lacking the expression of the *pxr* gene (referred to as *Δpxr* in the main text); and GJV1*pxrA*::pCR-1079 (a strain characterised by the knockout of *pxrA* (*MXAN_1079*), referred as *pxrA*^*−*^ in the text; see STAR Methods: *Plasmid and strain construction*); GJV1::pPxr1(a GJV1-derived strain characterised by the addition of one more *pxr* copy by the integration pPxr1); GJV1::pPxrJ (a GJV1-derived strain characterised by the insertion of the pPxr^Δ^ plasmid lacking the *pxr* gene); *Δpxr*::pPxr1 (a *Δpxr* strain complemented for *pxr* expression using the plasmid pPxr1).^39^ Myxobacteria strains were grown in the casitone-based liquid media CTT (Tris-HCl 10mM, MgSO_4_ 8mM, Bacto Casitone 1 %, KH_2_PO_4_-K_2_HPO 1mM, pH 7.6). Bacterial cultures were incubated at 32°C with orbital shaking at 300 rpm.

### Method details

#### Induction of development

To induce fruiting-body formation, cells were plated on nutrient-limited TPM agar plates (Tris-HCl 10mM, MgSO_4_ 8mM, Bacto agar 1.5 %, KH_2_PO_4_-K_2_HPO 1mM, pH 7.6). For developmental assays, mid-log cultures were pelleted and resuspended in TPM liquid buffer (Tris-HCl 10mM, MgSO_4_ 8mM, KH_2_PO_4_-K_2_HPO 1mM, pH 7.6) to ∼5 x 10^9^ cells/mL, after which 50 μl or 1 μl (for high-magnification developmental analysis under Nikon Ti2 microscope) samples were spotted on a TPM-agar plate.

#### Plasmid and pxrA knock-out strain construction

To make the pCR-1079 plasmid, an ∼280-bp internal fragment of the *pxrA* coding gene was generated by a PCR reaction with primers 1079-11 (TCTTTGCCCGGCTGTTTCTTG) and 1079-12 (CCCGCTTCACGTTGAGGAC) and cloned into the pCR-Blunt vector. Restriction-enzyme digestion and Sanger sequencing confirmed the positive constructs. The *pxrA-*knockout strain GJV1*pxrA*::pCR-1079 *(*referred to as *pxrA*^*−*^ in the main text) was constructed by transforming the parental strain GJV1 with pCR-1079 and isolated from a kanamycin-CTT hard agar plate. Integration of pCR-1079 at the *MXAN_1079* locus created a non-functional merodiploid with one truncated *MXAN_1079* copy lacking codons for residues 113-278 of the encoded protein’s C-terminus and the other partial copy lacking codons for residues 1-19 of the protein’s N-terminus (see Figure S7A). The construct of the merodiploid mutant was verified with Sanger sequencing using the same primers indicated above and vector-specific primers.

#### Construction of strains to test for a pxr-dosage effect on development

Strains GJV1::pPxr1 and GJV1::pPxrJ were constructed by transforming GJV1 with the plasmids pPxr and pPxr^Δ^, respectively.^39^ GJV1::pPxr1 carries two copies of *pxr*, while GJV1::pPxrJ carries one copy. Sporulation assays were performed according to the standard laboratory protocol, and the relative sporulation efficiency of each strain was calculated by dividing the actual sporulation efficiency (SE) of each strain by that of the Δ*pxr* strain. The actual SE was determined by dividing the spore count (number of spores per ml) by the total number of bacteria plated on the TPM plates (∼2.5x108).

#### RNA extraction and RNA-seq analyses

RNA isolation from three independent biological replicates of the strains GJV1 and GJV1*Δpxr* was done using the RNeasy Mini Kit (QIAGEN, # 74004) according to the manufacturer’s protocol using cells at mid-log phase. The isolated RNA was treated with the TURBO DNA-*free*™ Kit (Invitrogen, # AM1907) in a volume of 50 μl using 5 μg of total RNA, and the reaction was incubated at 37°C for 45 min. Ribosomal RNA (rRNA) was depleted using Ribo-Zero Plus rRNA Depletion Kit (Illumina, # 20040526) according to the manufacturer’s protocol. RNA quality was checked using the Aligent 4150 TapeStation® machine, and only samples with an RNA integrity number (RIN) higher than 8 were further processed. The Illumina True-seq protocol for total RNA was used for library preparation, and 150bp single-end read sequencing was run on an Illumina-Novaseq 6000 at the Functional Genomic Centre Zurich (FGCZ), University of Zurich, Switzerland (Figure S2B). Sequencing reads were checked for quality using *FastQC* v0.73^50^ and trimmed with *Trimmomatic*^51^ for the adapter sequences and poorly sequenced bases (parameters set at 4:20). Trimmed reads were then mapped to the DK1622 (ASM1268v1) genome using *bowtie*^52^ while controlling for correct strand orientation. Read counts per gene were obtained using *HTSeq*^53^ with minimum alignment quality set to 10 bases and model *union* to obtain the final read counts. On average, the number of mapped read counts per individual sample was 2 million. To assess differences in gene expression levels, read counts per gene of all six independent replicate samples (three replicates for GJV1 (WT) clones and three replicates for GJV1*Δpxr* clones) were analysed with *DESeq2*^54^ using the quantile method to normalise read counts and compared across replicates. Significant differences were considered using an *α* value set at 0.1. RNA-seq-specific analyses were all conducted on the Galaxy platform (https://galaxyproject.org).^55^ Enrichment analyses for the clusters of orthologous genes (COGs) and operons were performed with *FUNAGE-Pro*^56^ using the DK1622 (ASM1268v1) as the reference genome. Networks of gene associations and GO enrichment analysis were done using the STRING database^18^ with the *stringApp* on the Cytoscape software^57^ with the genome DK1622 (ASM1268v1) as reference. In addition, we retrieve the individual gene functional annotations from the UniProt^58^ database and store them as Data S1. The raw *fastq* files and read counts per gene are deposited at GEO with the following IDs (GSE265958). We generated an online application at the following link (https://jzego7-marco.shinyapps.io/rnaseq_app/) with Shiny^59^ (https://shiny.posit.co/) in R v4.4.0^60^ to allow a user-friendly exploration of our data. The application is stored as Supp. Code listed among the supplemental information.

#### Comparisons of RNA-seq profiles

A list of *M. xanthus* genes associated with fruiting-body development was obtained from three studies that used RNA-seq to characterize transcriptional profiles of cells during development.^9^^,^^10^^,^^11^ The degree of similarity between our study and the others was assessed by comparing the expression levels of cells sampled during the exponential growth phase. Each study differed in some respects (e.g., growth media, equipment used for growth), with the vegetative growth of wild-type cells being the only experimental condition common to all four studies. When available, expression levels were recovered as normalised gene counts^911^ or as the differential expression analysis.^10^ However, all transcriptional levels were scaled across their relative mean value before direct comparison. Pearson’s correlation test was performed for all pairwise combinations across all datasets, including ours (Figure S5A). As mentioned, the three studies differ in their experimental setups (e.g., the protocol used to process and sequence the RNA and the genetic background of the reference WT strains). Therefore, significant differences between them were expected, as previously acknowledged.^10^^,^^11^ Given these considerations, a correlation close to 50% was heuristically considered relevant. Thus, all three other studies were used to extract potential developmental genes.

#### Image acquisition and analysis

Analyses of fruiting-body development over time for the two strains GJV1 and GJV1*Δpxr* were done with a Nikon Ti2-E microscope and a DS-Qi2 camera. Developing cells were observed for a maximum of 141 h, and images were taken every 30 m with a 2x objective. While at the microscope, cells were kept at 32°C using a customised microscope stage-top incubator. Pictures for quantitative analysis using 50 μl starting inocula were taken using an Olympus SXZ16 microscope combined with an Olympus DP80 camera system every four hours for the first 12 hours and afterwards at 24, 48, 72, and 144 hours after starvation was initiated. Development time lapses were analysed with ImageJ software v2.9.0^61^ to assess the number of fruiting bodies over time (Data S2). Using a previously established protocol in our lab,^62^ fruiting bodies were identified based on their grey values and consistently counted across all samples. Subsequently, statistical analysis of the data obtained was run in R v4.0.^60^

To obtain representative images of fruiting bodies on plates after 5 days of starvation-induced development, a Zeiss STEMI 2000 microscope and a Nikon Coolpix S10 camera were used.

#### RT-PCR analysis

RNAs were extracted from mid-log liquid cultures of WT (GJV1), *Δpxr* and *Δpxr::*pPxr1 (Ambion mirVana™ miRNA isolation kit). ∼5 μg RNAs were subjected to a DNase treatment (Ambion Turbo DNA-*free*™) in a 50 μl reaction mixture. 10 μl (∼1μg of the DNase-treated RNAs) were used in a reverse transcription (RT) step to generate *pxrA*-specific c-DNA (Ambion RETROscript®). Undiluted and two-fold diluted RT products (0.5, 0.25, and 0.125) were analysed by PCR with the *pxrA*-specific primers GV650 and GV358 (see STAR Methods).

The relative levels of the *pxrA* transcripts (∼ 180 bp RT-PCR fragment) visualised in 1.5% agarose gel and compared between WT (GJV1), *Δpxr* and *Δpxr::*pPxr1.

#### Phylogenetic analysis of PxrA

PxrA (MXAN_1079) orthologs were identified by searching all sequences in the non-redundant NCBI and integrated microbial genomes (IMG) databases.^63^ Next, hits for E-values lower than 10^-100^ and sequences higher than 80% similarity were selected and aligned against each other using MUSCLE.^64^ ProtTest 3^65^ was used to determine the optimal model (JTT+G+F, with gamma: 0.67) before the tree generation. Maximum Likelihood trees were generated using PhyML 3.0,^66^ running 1,000 bootstraps. Lastly, iTOL v4^67^ was used to visualise the tree obtained.

#### Western immunoblotting assay of FruA

The protein samples prepared from the vegetative cultures growing in CTT (V) as well as developing populations submersed in MC7 buffer at different time points (0, 6, 12, 18 and 24 h) were electrophoresed in a 12.5% SDS polyacrylamide gel. Subsequently, proteins were electro-transferred from electrophoresis gels to Whatman Protran nitrocellulose membranes by a semidry blotting device. The membrane blots were first hybridised with rabbit anti-FruA antibody (1:1500 dilution in TTBS [Tris-buffered saline with 0.1% Tween 20] -1% gelatin) followed by incubating with alkaline phosphatase (AP)-conjugated goat anti-rabbit immunoglobulin G (1:3000 dilution in TTBS-1% gelatin). Detection of FruA protein was visualised for all conditions in parallel by a chemiluminescent reaction with a light emitting substrate (CDP-Star™) (Ambion).

### Quantification and statistical analysis

All statistical analyses were conducted using R software v4.4.0.^60^ We reported all the details of the statistical tests in the main text associated with the relevant results. All experiments were performed at least with three temporally separated independent biological replicates (n ≥ 3) reported as mean values with the associated S.E.M.

## Supplemental information

Document S1. Figures S1–S7

Table S1. RNA-seq data from DESeq2 with functional and COG annotations

Table S2. List of the enriched operons and differentially expressed genes associated with them. Genes previously associated with multicellular development are shown in bold

Table S3. List of enriched COG categories and the differentially expressed genes associated with them

Table S4. List of all enriched GO terms and the differentially expressed genes associated with them (Figure 2D)

Table S5. List of all developmental genes found in *M. xanthus*

Table S6. List reporting the potential target sites bound by Pxr generated using TargetRNA3

Data S1. Spore counts of Δpxr, GJV1::pPxr1, and GJV1::pPxrJ mutants compared to wild type (GJV1)

Data S2. Fruting body counts of Δpxr and Δpxr::pPxr1 mutants during development compared to wild type (GJV1)

# Supplementary material for: Deletion of an sRNA primes development in a multicellular bacterium
**Source:** iScience. 2025 Feb 12;28(3):111980. doi: 10.1016/j.isci.2025.111980
**Supplement:** Document S1. Figures S1–S7

Supplemental information

Deletion of an sRNA primes development in a multicellular bacterium

Marco La Fortezza, Jasper Verwilt, Sarah M. Cossey, Sabrina A. Eisner, Gregory J. Velicer, and Yuen-Tsu N. Yu

Supplementary Figures

7 Supplementary Figures

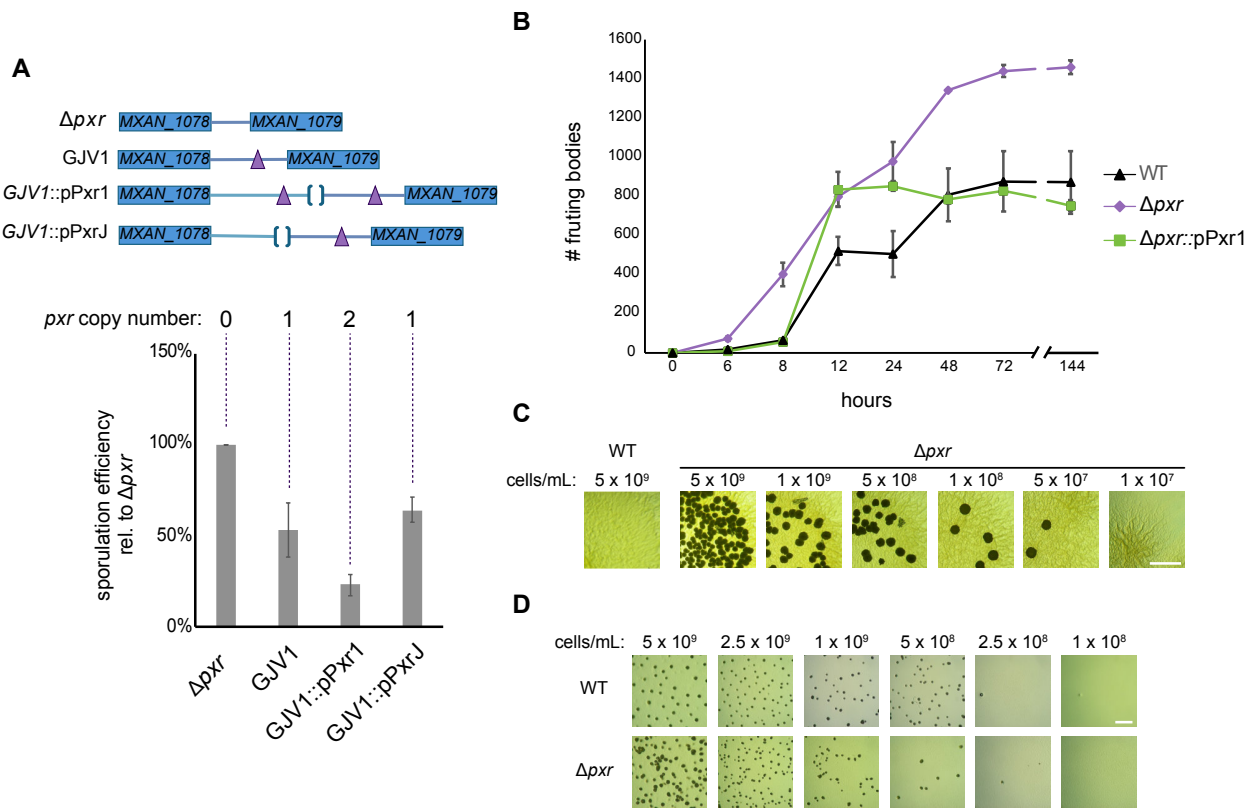

Supp. Fig. 1. *pxr* gene-copy number and expression influence sporulation efficiency, fruiting-body formation, and cellular density in *Myxococcus xanthus*. **A)** Quantification of the sporulation efficiency as a function of *pxr* gene-copy number. Increasing the number of *pxr* copies reduces sporulation efficiency on starvation plates, reflecting negative regulation by Pxr. The genetic layout of each strain is diagrammed on the upper panel. In the diagram, purple triangles represent the *pxr* gene, the light blue line indicates the integrated genetic region (carrying a *pxr* locus or not), and the brackets represent the plasmid region inserted into the *pxr* native site. The bar chart below shows the average sporulation efficiency – relative to the Δpxr strain – of three strains bearing either one or two copies of *pxr*. Error bars indicate the standard error calculated from three independent biological replicates. **B)** Plot reporting the average number of fruiting-body counts over time for WT (black line and triangles), Δpxr (purple line and diamonds), and $\Delta pxr::pPxr1$ with restored *pxr* expression. The error bars represent the standard errors associated with each measurement ($n = 3$). **C)** Microscopy images comparing five-day-old WT and Δpxr cell cultures inoculated on an agar plate with 0.3% casitone, with decreasing cellular densities for the Δpxr mutant. Dark spots are mature fruiting bodies. **D)** Microscopy images showing five-day-old cultures of WT and Δpxr (top and bottom array rows, respectively) after inoculation onto buffered (TPM) agar at six different initial densities. Dark spots are mature fruiting bodies. Scale bars equal to 2mm for both panels.

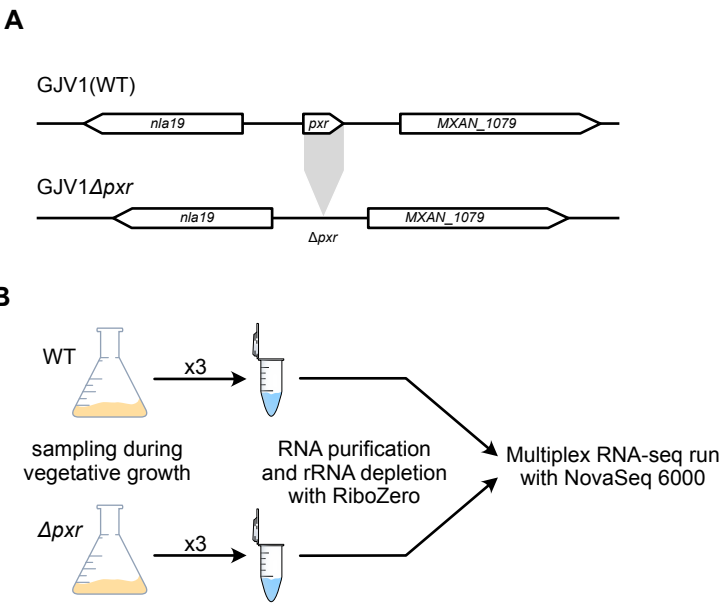

27
28
29
30
31
32
33
34

Supp. Fig. 2. Schematic of the *pxr* locus in WT and Δ*pxr* mutant cells and experimental design for rna sequencing. A) Schematic representation of the *pxr* locus in WT (GJV1) cells (top) and GJV1Δ*pxr* mutant cells (bottom). **B)** Cartoon reporting the experimental design used to sample RNA from cells during vegetative growth in rich media. RNA was extracted, purified, and rRNA removed using RiboZero before whole transcriptome sequencing on a NovaSeq 6000 machine. The total number of reads per sample was estimated to be approximately eight million (total number of annotated genes for DK1622 = 7579).

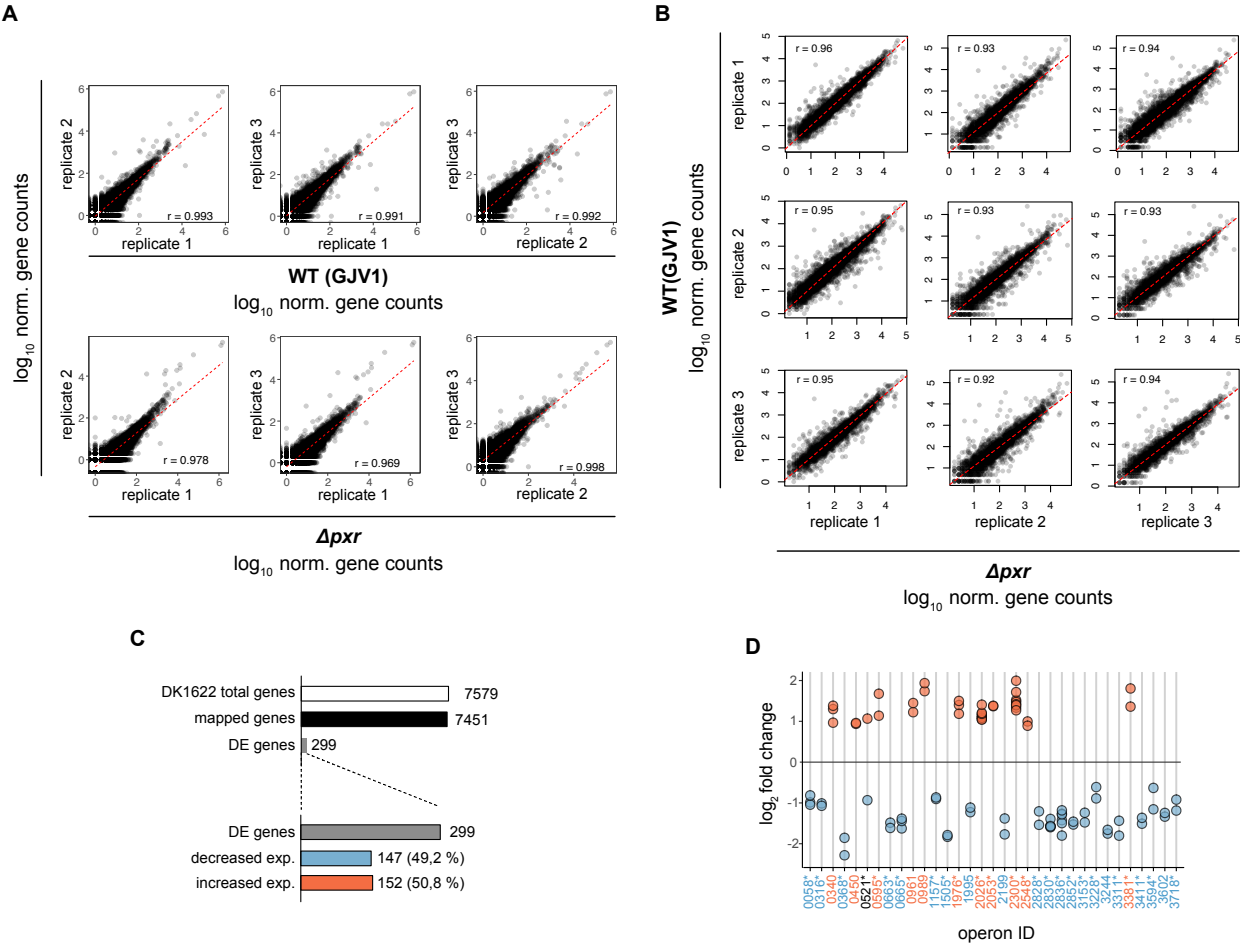

Supp. Fig. 3. Differential gene expression and correlation analysis of WT and Δpxr transcriptomes. A) Scatter plots reporting the pairwise comparison of gene counts between the individual biological replicates per each strain (WT or Δpxr). Pearson's coefficients of correlation (r) are reported within each plot. We measured an average variance value of 0.048 and 0.142 for WT and Δpxr , respectively. **B)** Scatter plots reporting the pairwise comparison of gene counts between WT (GJV1) and Δpxr individual biological replicates. Pearson's coefficients of correlation (r) are reported within each plot. **C)** Top: Summary of the total number of unique transcript sequences mapped onto the DK1622 reference genome (white and black bars, respectively), the number of genes differentially expressed (DE) between WT and the Δpxr mutant (grey bars) compared to the mapped and total genes. Bottom: Numbers (and percentages) of DE genes (grey bar) that are down-regulated (blue bar) and up-regulated (red bar). **D)** Dot plot illustrating the level of differential expression of genes (y axis) belonging to the list of the enriched operons (x axis). The blue and red text refers to operons containing genes with decreased and increased transcript levels. 0521 (in black) is the only operon that contains genes with different signs of expression levels. Asterisks placed next to the operon IDs indicate operons that contain at least one gene associated with development (75% of the 33 operons); see Supp. Table 2 and 5 for more details.

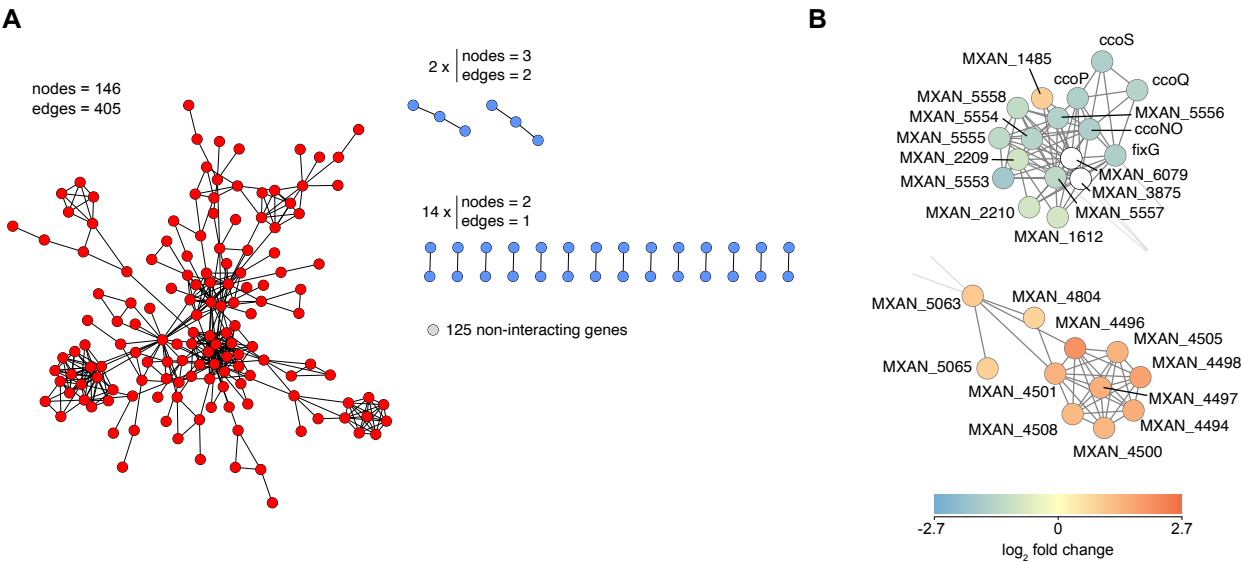

Supp. Fig. 4. Gene-interaction networks and differential expression patterns in WT and Δpxr cells **A)** Summary of all the networks resulting from previously annotated gene interactions. The main network is red, blue which all interactions are less than five genes, and grey, which are all single non-interacting genes. **B)** Close-ups of two dense sub-clusters from the main red network reported in **(A)**. Nodes are coloured by their differential expression levels, going from blue (low transcript levels) to red (high transcript levels). The depicted networks can be downloaded and consulted in greater detail online at this [link](#).

A

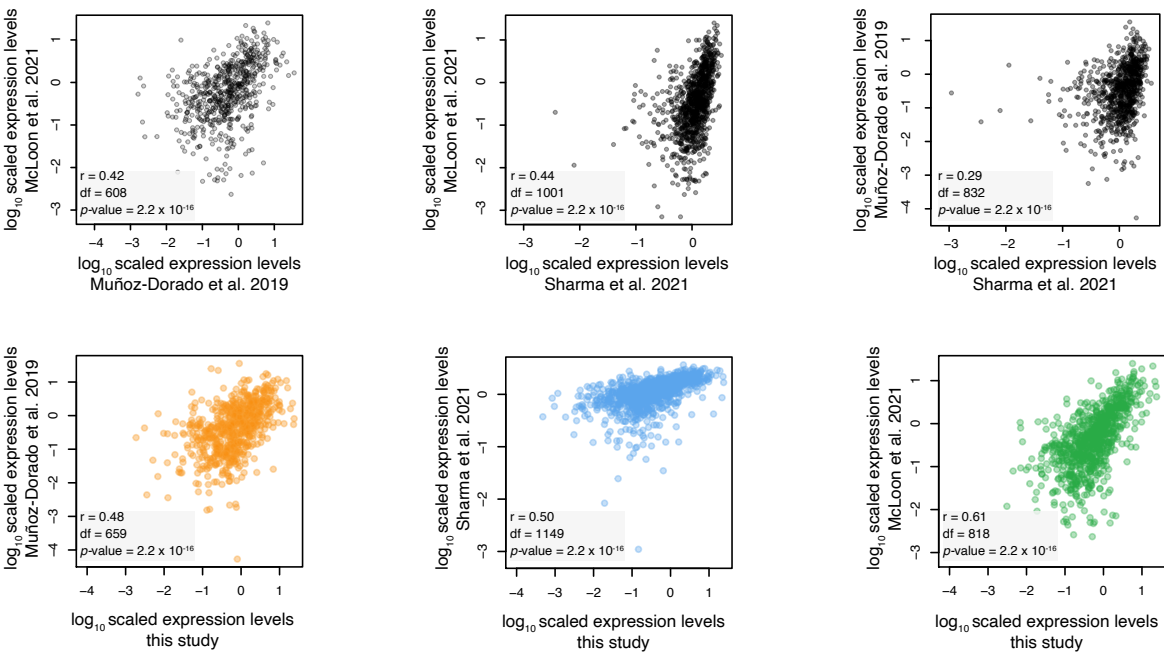

B

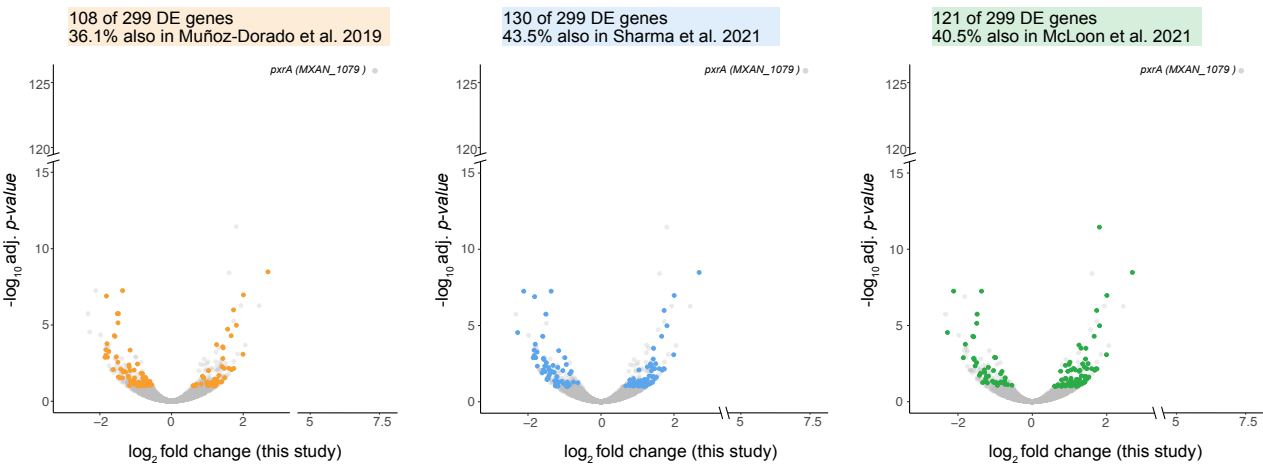

Supp. Fig. 5. Comparative transcriptomic analyses of vegetative cells across multiple studies. A) Top row: three scatter plots with pair-wise contrasts of transcript levels from vegetative cells across the three studies we used to identify developmental genes. Bottom row: three scatter plots contrast the transcript levels of wild-type vegetative cells obtained in our study vs Muñoz-Dorado *et al.* 2019 (orange dots), Sharma *et al.* 2021 (blue dots) and McLoon *et al.* 2021 (green dots). In all scatter plots (top and bottom rows), the summary statistic of the Pearson correlation test (r) are reported within each graph (df = degrees of freedom). **B)** Volcano plots reporting differentially expressed (DE) genes found in our study that were previously associated with development by Muñoz-Dorado *et al.* 2019 (orange dots), Sharma *et al.* 2021 (blue dots) and/or McLoon *et al.* 2021 (green dots). A summary of statistics for each comparison is reported above each graph. For more details on comparing RNA-seq profiles, consult Methods: *Comparisons of RNA-seq profiles*. Visit the following [link](#) to explore the RNA-seq data in more detail.

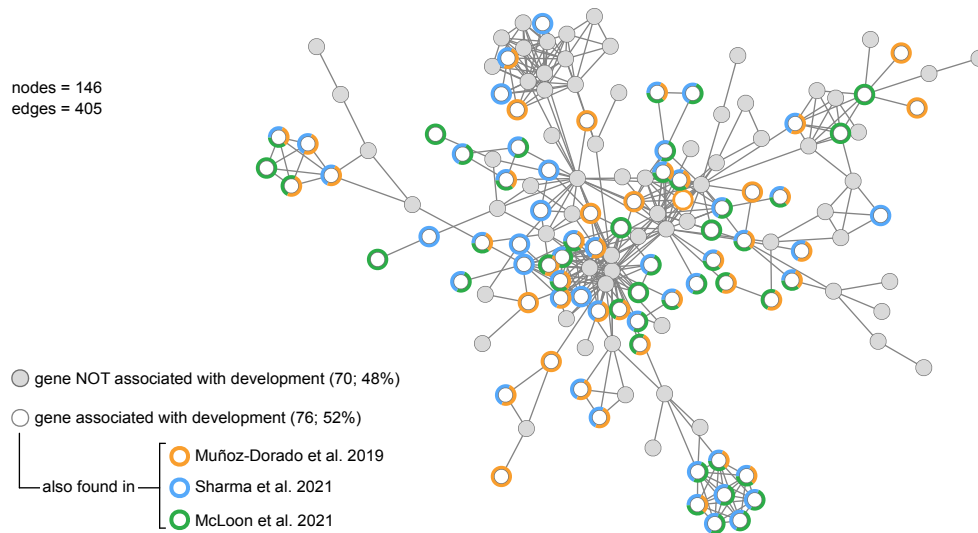

Supp. Fig. 6. Developmental gene mapping within the main interaction network across multiple studies. The main gene interaction network (also in Fig. 2D- and Supp. Fig. 4A) highlights developmental genes in white and genes not associated with development in grey. Coloured circles identify developmental genes present in Muñoz-Dorado et al. 2019 (orange circles), Sharma et al. 2021 (blue circles), and/or McLoon et al. 2021 (green circles). The depicted network can be downloaded and visualised in greater detail using this [link](#).

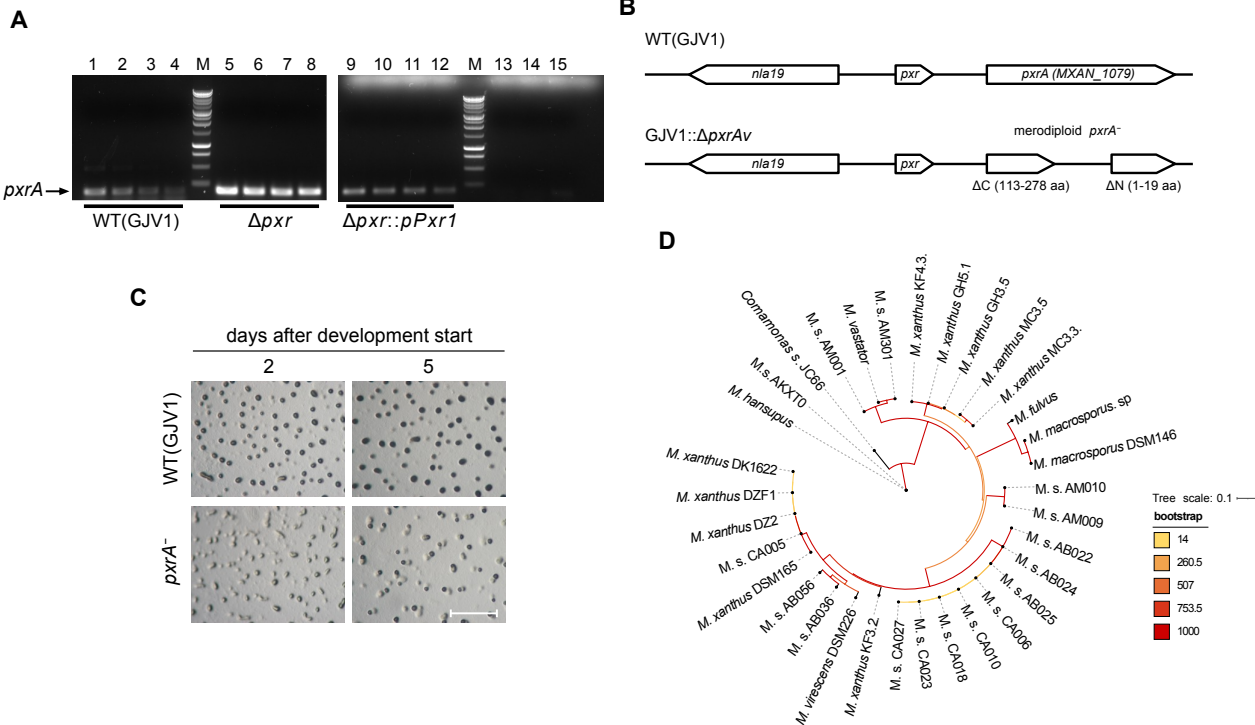

Supp. Fig. 7. Validation of *pxrA* expression, genetic and phenotypic analysis of *pxrA* mutants, and phylogenetic relationships of *pxrA* orthologues. **A)** RT-PCR analysis showing the relative expression of the *pxrA* gene from the DNase-treated RNA samples derived from WT (GJV1) (lanes 1-4), Δpxr (lanes 5-8), and $\Delta pxr::pPx1$, which is complemented for *pxr* expression (lanes 9-12). The RT-PCR signals of lanes 1, 5 and 9 were performed from the undiluted RT-treated samples, lanes 2, 6 and 10 from the factor-of-2-diluted samples, lanes 3, 7 and 11 from the factor-of-4-diluted samples and finally, lanes 4, 8 and 12 from the factor-of-8-diluted samples. The same PCR procedure was also performed on the same RNA samples that did not undergo the reverse transcription (RT) step (lane 13: WT(GJV1); lane 14: Δpxr , and lane 15: $\Delta pxr::pPx1$). These three last non-RT lanes control for the potential presence of signals due to genomic DNA contamination during RNA sample preparation. M indicates the 1 kb DNA ladder (Promega). The arrow indicates the ~180 bp *pxrA* PCR product expected from the RNA transcripts of the RT-PCR assays. **B)** Illustration of the *pxrA* locus in WT(GJV1) and *pxrA*⁻ (GJV1*pxrA*::pCR-1079) mutant cells. Merodiploid mutant cells carried the two deletions at the N- (1-19) and C-terminal (113-278) regions of PxrA (total protein length 278 aa). **C)** Representative microscopy images showing the wild-type WT(GJV1) (top row) and the mutant *pxrA*⁻ during starvation-induced development. The photographs were taken two and five days after the onset of development. The fruiting bodies are visible as darkened aggregates. The scale bar equals 1 mm. **D)** Phylogenetic tree for PxrA orthologues. Branches are coloured by their bootstrap values, and their lengths indicate the expected number of substitutions per site. The species name and strain are indicated at the end of each branch. M.s. = *Myxococcus* sp.

How the deposited data were processed for this re-analysis (not part of the article)

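RNA of 6 cultures of *Myxococcus xanthus* in vegetative growth was compared, 3 of WT (GJV1) and 3 of *Δpxr* cells, which the labels describe as biological replicates. For each library, the authors' deposited values are read counts per annotated transcript, made from reads that they checked with FastQC, trimmed with Trimmomatic, mapped with bowtie to DK1622 (ASM1268v1) with control of strand orientation, and counted with HTSeq in union mode with a minimum alignment quality of 10. The strand setting of HTSeq is not given in the sources used here. The submitters' processing notes also name DESeq2. No file was pooled or normalized.

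From these counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3, as the quasi-likelihood F-test of 3 *Δpxr* against 3 WT libraries, with TMM normalization and the default low-count filter (a minimum count of 10 and a minimum total of 15). P values were adjusted by the Benjamini-Hochberg method over the 2815 transcripts tested and called at 0.1, the alpha of the paper. A log2 fold change is *Δpxr* minus WT. Its standard error is the absolute log2 fold change divided by the square root of F and is approximate. The intervals are at 95%. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were run as alternatives, as were other normalizations (quantile normalization in limma-voom, the others in edgeR), filters and thresholds, the replicate number as a block, the omission of each library in turn and, added later, the thinning of each library to the smallest total of the transcripts other than EBT ones. The closing section gives their effect. Transcripts to which DESeq2 gave no adjusted p, 5716 of the 7369 that it fitted, count as not called by it. The procedures were tested on simulated counts drawn with the means, spread and library sizes of the real data, with 200 genes changed.

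Each library counts as 1 replicate because the paper and the labels describe independent biological replicates. A search for duplicate libraries found none, with a chi-square between 18.4 and 154 per transcript for libraries of one strain, more than the sampling noise. Depth limits the precision, since 2941 of the 7331 transcripts with ABF identifiers had a mean of at least 10 counts per library. Genes were named through Table S1, of which the first 1998 of 7451 lines were used, sorted by COG category, so that categories after K are not covered. Table S1's product names and, for positions and symbols, the RefSeq annotation of ASM1268v1 were used. Because the names come from part of a table, no enrichment, overlap or set test was run on gene lists, and members are counted by direction and by threshold. There were 96 lists, of which 35 were written from product names, symbols or gene types and 61 were copied from Tables S2 to S6 or span their operons. The paper's fold changes in those tables had been seen when the lists were fixed.

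The genes named are those that the paper names, up to 10 increases and 10 decreases with the largest change among calls whose libraries do not overlap, up to 4 members of each list with the smallest p, the predicted targets past the threshold, and the neighbours of *pxr*. Of the unnamed transcripts, 2 that rose and 2 that fell are given. The rRNA copies MXAN_0319, MXAN_4702, MXAN_0322 and MXAN_2825 are near-identical and can share reads. A gene outside these that is named was chosen after its values were seen.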

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

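The removal of EBT transcripts, the removal of the 2 most abundant transcripts and the thinning of each library to the smallest total of the transcripts other than EBT ones were tests chosen after the result was seen.

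MXAN_1080, a gene that the paper does not discuss, had more counts assigned to it in *Δpxr* cells, with a log2 fold change of 2.50 (adjusted p = 0.0029, edgeR), higher in 3 of 3 *Δpxr* libraries than in each WT library, and it passed the threshold under each alternative that was run, with log2 fold changes between 2.32 and 2.64. The paper's value for it is -0.40, and the strand that was counted is not known here. For MXAN_1079, 77 bases away, the paper's value is 7.34. EBT00001763011, which has no name in the tables used, rose with a log2 fold change of 6.25 (adjusted p = 0.0054, edgeR), also in 3 of 3 *Δpxr* libraries, and it passed under each alternative that kept EBT transcripts, with log2 fold changes between 4.61 (without *Δpxr* replicate 2) and 6.71 (without *Δpxr* replicate 3).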

How the results depend on the processing

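The removal of EBT transcripts, the removal of the 2 most abundant transcripts and the thinning of each library to the smallest total of the transcripts other than EBT ones were tests chosen after the result was seen, and the other alternatives were set before the data were examined. Smaller changes can be missed. On simulated counts, edgeR, DESeq2 and limma-voom recovered 26%, 18% and 25% of genes changed by 1 on the log2 scale and 86%, 84% and 85% of genes changed by 2. The simulation kept the depth, spread and number of libraries of the real data, so it does not show which of them limits recovery. The median log2 fold change of the tested transcripts stayed between -0.017 and 0.031 under each alternative. The normalizations place the bulk of transcripts near 0, so this range cannot show whether most transcripts shared a shift. Set tests of gene lists and tests of counts on lists known in part were not run, because the table that names the genes was used in part, and neighbouring genes were not compared by strand, because the annotation used gives none. WT and *Δpxr* libraries with the same replicate number had correlations of their deviations of 0.140, 0.058 and 0.111 across transcripts, and those with different numbers had -0.0254 to -0.0927. Each library correlated best with the one of its own number, which is a hint from the data at effects shared by replicate number. The paper describes its replicates as separated in time, but neither it nor the labels say that WT and *Δpxr* cultures of one number shared a day, and 1 of the 3 correlations is not over 0.1, so the block was kept as an alternative, under which edgeR gave 41 differentially expressed transcripts, and *fixG* and MXAN_5557 passed.

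Against 21 differentially expressed transcripts (3 higher, 18 lower), DESeq2 gave 43 (8 higher, 35 lower), limma-voom 7 (2 higher, 5 lower), limma-voom with quantile normalization 6 (2 higher, 4 lower), no filter 112 (35 higher, 77 lower), the filter of at least 10 counts in every library 33 (13 higher, 20 lower) and the replicate block 41 (9 higher, 32 lower), and the cause was not tested. The stricter thresholds of 0.05 and 0.01 by construction left fewer, 12 (3 higher, 9 lower) and 4 (2 higher, 2 lower). RLE, upper quartile normalization, the removal of rRNA and tRNA genes with MXAN identifiers, of EBT transcripts and of the 2 most abundant transcripts, and thinning gave 21, 20, 23, 24, 21 and 23, of which 21, 20, 21, 19, 20 and 14 are among the 21. Transcripts with other identifiers were not sorted by RNA type. With each library left out in turn, the number lay between 9 (without *Δpxr* replicate 3) and 31 (without WT replicate 3), with 2 to 10 higher and 5 to 23 lower, and it was 10 without *Δpxr* replicate 2.

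Of the operons of Table S2, 3 had a single direction. There were 0 with at least 10 counts in every library and 0 after thinning, where no operon had more than 1 tested gene, 2 of the 6 with at least 2 fitted genes with DESeq2 and without a filter, and 0 (without WT replicate 2, of 3 with at least 2 tested genes) to 3 with each library left out. Of the metabolic genes of Table S3, 0 were called lower by edgeR, and 1 was without a filter, with the replicate block and after thinning, 0 to 1 with each library left out (1 without WT replicate 3 or *Δpxr* replicate 1), and 4 had a negative sign, while DESeq2 and limma-voom called 0 and 3 had an unadjusted p under 0.05. Of the 42 genes of all 3 developmental studies, 0 were called higher by edgeR, DESeq2 or limma-voom, 3 had an unadjusted p under 0.05, and 1 was called higher without a filter. Of these 42, 0 were called lower by edgeR, DESeq2 or limma-voom, and 1 (MXAN_5557) was without a filter, with the replicate block, without WT replicate 3, without *Δpxr* replicate 1 and after thinning. Of the 299 genes of Table S5, 1 was called. There were 0 with limma-voom, with limma-voom and quantile normalization and at the thresholds of 0.05 and 0.01, 5 without a filter, 3 with the replicate block, 2 after thinning, and 0 (without WT replicate 2 and *Δpxr* replicates 2 and 3) to 2 with each library left out. The same numbers hold for those associated with development, except 0 with at least 10 counts in every library. Except for the operons with at least 10 counts in every library and after thinning, where the number of tested genes shows it, and for the thresholds, the cause was not tested. Predicted targets other than MXAN_1079 and acetyltransferases past the threshold numbered 0 under each alternative, with 0 and 2 at an unadjusted p under 0.05 in edgeR.

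Pearson's r between the strains, 0.945 on log10 counts, was 0.99 on linear counts and 0.916 across the transcripts that passed the filter, and the cause was not tested. Spearman's rho was 0.937, and r without rRNA and tRNA was 0.946. The log2 fold change of *ccoNO* (MXAN_5541) turned to 0.015 without WT replicate 2 and 0.25 without *Δpxr* replicate 3, that of *celA* (MXAN_4837) to 0.054 without WT replicate 3 and that of *alaS* (MXAN_5802) to 0.0052 without *Δpxr* replicate 2, and the cause was not tested. With each library left out, the values lay between -0.28 and 0.25 for *ccoNO*, between -0.76 and 0.054 for *celA* and between -0.83 and 0.0052 for *alaS*. MXAN_1079 stayed negative under each alternative that tested it, between -0.95 and -0.63.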

Differences from the paper's values

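Of the settings named here, the thinning of each library to the smallest total of the transcripts other than EBT ones was a test chosen after the result was seen.

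The paper reports 299 differentially expressed genes at an alpha of 0.1, and edgeR gave 21 at an adjusted p under the same value. Each of the alternatives set before the data were examined also differs from the paper's number, with 4 to 112. The paper's share of decreases is 49.2%, against 85.7% here. This difference was within 1.5 times with limma-voom, limma-voom with quantile normalization, no filter, at least 10 counts in every library, the threshold of 0.01, and without WT replicate 2, *Δpxr* replicate 1 or *Δpxr* replicate 3. It was larger with DESeq2, RLE, upper quartile normalization, rRNA and tRNA removed, the threshold of 0.05, the replicate block, and without WT replicate 1, WT replicate 3 or *Δpxr* replicate 2. The paper's share of increases is 50.8%, against 14.3% here, within 1.5 times with at least 10 counts in every library, the threshold of 0.01, and without *Δpxr* replicate 1 or *Δpxr* replicate 3, and larger under the other alternatives set before the data were examined.

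The paper's Pearson's r between the mean counts of the strains is 0.814, against 0.945 here, and linear counts (0.99), Spearman's rho (0.937), the transcripts that pass the filter (0.916) and the removal of rRNA and tRNA (0.946) also differ from it. Between single WT and *Δpxr* libraries, the paper's lowest r is about 0.92 and its highest about 0.96 in Fig. S3B, read by eye, against 0.836 and 0.9195 on log10 counts here, and 0.964 and 0.999 on linear counts differ from them as well. Between libraries of a single strain, the r values printed in Fig. S3A match those of the linear counts.

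For MXAN_1079, the paper's log2 fold change in Table S1 is 7.34 (its standard error is 0.30) and the value here is -0.79. For MXAN_1080, the paper's value is -0.40 and the value here is 2.50. For MXAN_0995, the paper's value is -0.14 and the value here is -2.56. For MXAN_5529, the paper's value is 0.44 and the value here is -2.41, and for MXAN_0597 they are 0.30 and -1.93. For *ccoNO* (MXAN_5541), the paper's value is -1.60 and the value here is -0.058. For these 6 genes, each alternative set before the data were examined that tested the gene differs from the paper's value too. For *celA* (MXAN_4837), the paper's value is -1.14, with a standard error of 0.36, and the value here is -0.50. The difference is larger than that error here and under each alternative set before the data were examined that tested the gene. The values nearest to the paper's were those without WT replicate 1 (-0.69), WT replicate 2 (-0.73) and *Δpxr* replicate 3 (-0.76). For MXAN_0457 and *fixG*, the values here (-1.99 and -1.44) lie within the paper's standard errors (0.37 and 0.36) of its values (-1.75 and -1.56). For MXAN_0457 this did not hold without WT replicate 3 (-2.24) or *Δpxr* replicate 3 (-2.13). For *fixG* it held under each alternative set before the data were examined that tested it. For *alaS* (MXAN_5802), the paper's value is -0.58, with a standard error of 0.20, and the value here is -0.24. The difference is larger than that error here and under each alternative set before the data were examined that tested it. Those values lay between -0.83 without *Δpxr* replicate 1 and 0.0052 without *Δpxr* replicate 2.

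The paper names MXAN_1079 as the transcript with the strongest increase and as the single acetyltransferase gene that increased. The paper also gives RT-PCR, in which restoring *pxr* lowered MXAN_1079 transcripts to the WT level, and cites an earlier increase in strain PX. In the deposited counts, whose strand is not known here, MXAN_1079 had a negative log2 fold change. Of 16 tested acetyltransferase genes, 0 were called by edgeR, DESeq2 or limma-voom (2 had an unadjusted p under 0.05 in edgeR). The paper states that decreased genes belong mostly to metabolic categories. The 12 metabolic genes of Table S3 that were tested are part of its 26. Of the 12, the paper's values are negative for 9 and positive for 3, and here 4 had negative and 8 positive log2 fold changes, with the paper's sign for 7, while 7 of 13 were negative without *Δpxr* replicate 1. Over the 42 tested genes of Table S5, 26 had the sign of the paper's value, 11 of the 17 that the paper reports as higher and 15 of the 25 that it reports as lower.

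Some settings call genes that the paper calls and the test used here does not, each with the paper's sign. No filter calls MXAN_1894, MXAN_5012, *fixG* (MXAN_5538) and MXAN_5557, the replicate block *fixG* and MXAN_5557, at least 10 counts in every library MXAN_0840, and the omission of WT replicate 1 calls MXAN_1894. MXAN_5557 is also called without WT replicate 3, without *Δpxr* replicate 1 and after thinning.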

Other observations

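The tests of sampling noise at low counts and of a scale factor for each library, and the removal of EBT transcripts and the thinning of each library to the smallest total of the transcripts other than EBT ones as settings, were chosen after the result was seen.

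Of 33 tested ribosomal protein genes, 26 had negative and 7 positive log2 fold changes in *Δpxr* cells, 23 to 29 were negative with each library left out, 4 had an unadjusted p under 0.05 in edgeR, and 0 were called by edgeR, DESeq2 or limma-voom. The log2 fold change of *rplF* (MXAN_3314), which encodes protein L6 of the large subunit, was -1.05 (standard error 0.31, adjusted p = 0.18, edgeR), and that of *rpsE* (MXAN_3316), for protein S5 of the small subunit, was -1.03 (standard error 0.44, adjusted p = 0.36, edgeR). The tested rRNA genes went both ways, with 2.87 for *rrsA* (MXAN_0319), 2.50 for *rrlB* (MXAN_2825), -1.60 for *rrlC* (MXAN_4702) and -1.74 for *rrlA* (MXAN_0322). Adjusted over the list alone, 2 of the 6 tested were higher and 3 lower, and 0 were called over all transcripts by the 3 tools, with 5 at an unadjusted p under 0.05 in edgeR. Near-identical rRNA copies can share reads. Of 17 tested aminoacyl-tRNA synthetase genes, 11 had positive and 6 negative log2 fold changes, 1 had an unadjusted p under 0.05 in edgeR, and 0 were called by the 3 tools.

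Acyl-CoA dehydrogenases, enzymes of fatty acid degradation, also went both ways. Of 8 tested genes of fatty acid degradation, 2 were higher and 1 lower when adjusted over the list alone, 3 had an unadjusted p under 0.05 in edgeR, and 0 were called over all transcripts by edgeR, DESeq2 or limma-voom. The log2 fold changes were 1.05 for MXAN_5921 (standard error 0.36, adjusted p = 0.27, edgeR), 0.99 for MXAN_4671 (standard error 0.42, adjusted p = 0.36, edgeR) and -0.98 for MXAN_6432 (standard error 0.35, adjusted p = 0.29, edgeR). Of 35 tested peptidase genes, 19 had positive and 16 negative log2 fold changes, 4 had an unadjusted p under 0.05 in edgeR, edgeR and limma-voom called 0, and DESeq2 called 1 lower. In TA antibiotic synthesis, the nonribosomal peptide synthetase gene MXAN_3935 had a log2 fold change of 0.75 (standard error 0.29, adjusted p = 0.33, edgeR) and the oxidoreductase gene MXAN_3937 had 0.80 (standard error 0.33, adjusted p = 0.35, edgeR). Of the 35 lists written from product names, symbols or gene types, 27 had a tested member and 3 had a call. These were NADH dehydrogenase (1 of 6 tested higher, as in DESeq2 and limma-voom) and ABC transporters (2 of 11 lower, where DESeq2 called 1 and limma-voom 0). The third was the list of product names with sigma-54 (1 of 2 lower, where DESeq2 called 1 and limma-voom 0). Its call is MXAN_0457, whose product name was not checked.

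The deposited counts and the base means of Table S1, which are the paper's, rank genes differently, with Spearman's rho of 0.351 across genes, and the ribosomal protein genes had a median of 12.7 counts in WT where the paper's median base mean is 4704. The tables argue against a scale factor for each library, which would keep the order of genes and a rho near 1, against a shift of the counts relative to their identifiers, where the highest rho was 0.0789, and against sampling noise at low counts, since among the 50 genes with a mean of at least 100 counts rho was -0.301. That the deposited counts are those of the opposite strand stays open as a hypothesis. Over the 41 tested genes of Table S5 other than MXAN_1079, rho between the log2 fold changes here and the paper's was 0.475 (bootstrap 95% interval 0.172 to 0.705; 0.402 with MXAN_1079), and over 46 other tested genes within 300 bases of a gene of Table S5, rho with the neighbour's value in Table S5 was 0.467 (two-sided permutation test, p = 0.00125), where the genes' own values in Table S1 gave 0.237. Because the neighbours' rho was not above the genes' own, and the annotation used gives no strand, this cannot be told apart from other causes, and no biological explanation was tested because both sets of values are for the same cultures. Some neighbours occur in more than 1 pair, and genes are not independent replicates, so the permutation p and the bootstrap interval are approximate.

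Decreases outnumbered increases, 18 to 3, among the differentially expressed transcripts. After TMM normalization, the tested transcripts as a whole showed no such excess. Those whose libraries of the 2 strains lay apart were 260 higher and 258 lower, and the median log2 fold change of all tested was 0.012. TMM places the bulk of log2 fold changes near 0, so these values cannot show whether most transcripts shared a shift. The tables argue against unequal depth of the transcripts other than EBT ones, since after thinning to their smallest total the share of decreases was 0.826 (19 of 23), and against the abundant EBT transcripts in the normalization, since without them it was 0.833 (20 of 24). The share of decreases rests in part on single libraries, with 5 of 9 lower without *Δpxr* replicate 3 and 18 of 28 without *Δpxr* replicate 1. It also rests on the filter, with 60.6% of 33 lower at a minimum of 10 counts in every library. The deletion of *pxr* stays open as a biological explanation and was not tested separately. The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05, and the real split gave 21 differentially expressed transcripts and the highest other split 2.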
